# NRF2 activation in cancer cells suppresses immune infiltration into the tumor microenvironment

**DOI:** 10.1016/j.isci.2025.113519

**Published:** 2025-09-06

**Authors:** Huaichun Wen, Takafumi Suzuki, Anqi Zhang, Miu Sato, Mahiro Matsumoto, Yuka Takahashi, Yushi Takahashi, Masayuki Yamamoto

**Keywords:** Cancer, Immunology, Molecular biology

## Abstract

Clinical observations have revealed that NRF2 hyperactivation in cancer cells is often associated with immune suppression in the tumor microenvironment. However, it remains unclear whether NRF2 hyperactivation directly reduces immune cell infiltration into tumors. To address this question, we established a syngeneic mouse model using the transplantation of 3LL lung cancer-derived cells with either NRF2 hyperactivation via *Keap1* gene deletion or concomitant *Keap1-Nrf2* gene deletion. A series of flow cytometry, histological analysis, and comprehensive gene expression profiling demonstrated that immune cell infiltration was significantly reduced in KEAP1-deleted tumors, with a marked decrease in CD45-positive cells, particularly myeloid and monocytic populations. In contrast, concomitant deletion of NRF2 restored immune cell infiltration in the KEAP1-deleted tumors. These findings provide convincing lines of evidence that NRF2 activation in cancer cells suppresses immune cell infiltration into tumors. Our study sheds light on the mechanistic basis by which NRF2 activation contributes to cancer malignancy.

## Highlights

• Syngeneic murine cancer models with NRF2-activation/repression are established
• NRF2 activation in cancers evokes low-level immune cell infiltration into tumors
• NRF2-activated cancers grow without inducing immune cells in systemic circulation

## Introduction

Lung cancer is the leading cause of cancer-related deaths worldwide.^1^ Especially, non-small cell lung cancer (NSCLC), including lung adenocarcinoma (LUAD) and squamous cell lung carcinoma, is a major part of lung cancer cases. Despite promising results of immune check-point blockade (ICB) agents for NSCLC treatments, either alone or simultaneously with chemo/radiotherapy, improvements in survival are still modest. Only a subset of patients achieves long-lasting remission.^2^ It has been shown that somatic mutations of NRF2 (Nuclear factor erythroid 2-related factor 2) and KEAP1 (Kelch-like ECH-associated protein 1) are observed at high frequency in NSCLC.^3^^,^^4^ NRF2 is a transcription factor that governs the expression of various cytoprotective genes in response to oxidative and electrophilic stresses.^5^^,^^6^^,^^7^ NRF2 activity is mainly regulated by KEAP1.^8^^,^^9^ Upon exposure to the stressors, KEAP1 reduces its ability to degrade NRF2,^10^ and consequently NRF2 accumulates and activates a set of cytoprotective genes.

For past two decades, it has been unveiled that NRF2 activity is hyperactivated in many types of cancers.^3^^,^^11^^,^^12^^,^^13^ These NRF2 hyperactivations are caused not only by somatic mutations in *KEAP1* or *NRF2*, but also by epigenomic errors, exon skipping, and many other mechanisms in the genes encoding these regulatory proteins, which consequently make NRF2 stable.^14^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^^,^^20^ These activations of NRF2 lead to the hyperexpression of cytoprotective enzymes and also provoke metabolic reprogramming, conferring both malignant growth properties and resistance to anticancer radio/chemotherapy to cancer cells.^21^^,^^22^ The NRF2-hyperactivated cancers manifest strong resistance to currently standard therapies and bring about poor prognosis.

Multiple lines of clinical evidence suggest that the KEAP1-NRF2 pathway is an important pathway associated with resistance to ICB therapy.^23^^,^^24^^,^^25^ It has been reported that immune cell infiltration into tumor microenvironments serves as one of the critical signs of ICB resistance.^26^ Non-inflamed tumors or cold tumors are poorly infiltrated by lymphocytes.^27^ In addition, lower-level infiltrations of other types of immune cells are often observed in patients with KEAP1-mutated LUAD in the Cancer Genome Atlas (TCGA) database,^28^ the Tumor Immune Estimation Resource (TIMER) database,^29^ and the randomized phase III IMpower131 study.^30^^,^^31^ However, as *KEAP1* mutations frequently co-occur with *STK11* mutations in clinical samples, which is also known to modulate the tumor immune milieu,^23^^,^^32^^,^^33^ these clinical observations suggest that NRF2 may act collaboratively with STK11 to cause the lower-level immune cell infiltrations in the tumors. These observations lead us to hypothesize that NRF2 activation provokes the poor immune cell infiltrations. To examine whether NRF2 activation in cancer is the direct cause of reduced immune cell infiltration into tumors, several pioneer studies tried to generate mouse models of the NRF2-activated tumors. However, these mouse models recapitulate only partially the immunological phenotypes.^34^^,^^35^^,^^36^

In this study, therefore, we challenged the establishment of the 3LL syngeneic mouse model, which is the only reproducible syngeneic murine model for lung cancer.^37^ We generated 3LL lung cancer cell lines with NRF2 hyperactivation by means of the *Keap1* gene deletion and those with KEAP1-NRF2 concomitant deletion using the genome editing technology. These gene engineered cells were transplanted into C57BL/6 mice either unilaterally or bilaterally, and syngeneic tumors were successfully established. Analyses of these transplanted cancer tissues revealed that the immune cell infiltration is significantly decreased in the KEAP1-deleted/NRF2-activated tumors. CD45-positive cells including myeloid and monocytic cells, are mainly decreased, along with natural killer (NK) cells and dendritic cells (DCs). In contrast, the concomitant deletion of NRF2 reversed the poor immune cell infiltration in the KEAP1-deleted tumors. These results provide convincing lines of evidence that the NRF2 activation in cancer cells suppresses immune cell infiltration into tumors. Our observations shed light on the mechanistic basis of how NRF2-activation elicits cancer malignancy and contribute to the understanding of how we could develop NRF2-targeting therapies for NSCLC.

## Results

### Generation of NRF2-activated murine lung cancer cell line

It has been shown that NRF2 activated cancer cells reduce immune cell infiltration and affect the tumor microenvironment activity.^28^^,^^29^^,^^30^^,^^31^ However, model systems to elaborate the insights into influences of NRF2 addicted cancers toward tumor microenvironments have not been well established. To clarify functional impacts of the NRF2 activation in cancer cells on the formation and activity of tumor microenvironment *in vivo*, we decided to use the murine lung cancer cell line 3LL (Lewis lung carcinoma), as 3LL cells can form tumors upon transplanting into an immunocompetent mouse.^37^ 3LL is a lung cancer similar to human LUAD.^38^ It has been known that *KEAP1* somatic mutations occur more frequently in LUAD^39^ than lung squamous cell carcinoma. 3LL cells do not harbor somatic mutations in *Keap1* nor *Nrf2* genes.^38^

We generated murine 3LL lung cancer cell lines with NRF2 activation by deleting the *Keap1* gene using the CRISPR-Cas9 genome editing method (Figure 1A). We have generated two cell lines with mutations in the *Keap1* gene. Sequencing analysis verified that all these KEAP1-KO (Knockout) 3LL cell lines harbored a homozygous 1 bp insertion in the *Keap1* gene exon 2, which corresponds to the BTB domain and caused a frameshift and led to the formation of a premature stop codon (Figure S1A). Immunoblot analysis confirmed that KEAP1 became undetectable in the KEAP1-KO cell line (Figure 1B). Conversely, NRF2 protein level was significantly increased along with that of *NAD(P)H:quinone oxidoreductase 1 (Nqo1)*, a representative NRF2 target gene in the KEAP1-KO cell line. To further validate the activation of NRF2, we examined transcript levels of *Nqo1* and *glutathione S-transferase alpha 4 (Gsta4)* genes and found significant upregulations of *Nqo1* and *Gsta4* mRNAs in the KEAP1-KO cell line (Figure S1B). Thus, we successfully generated 3LL cancer cell lines with marked NRF2 activation by means of CRISPR-Cas9-mediated mutations of the *Keap1* gene.

**Figure 1:**
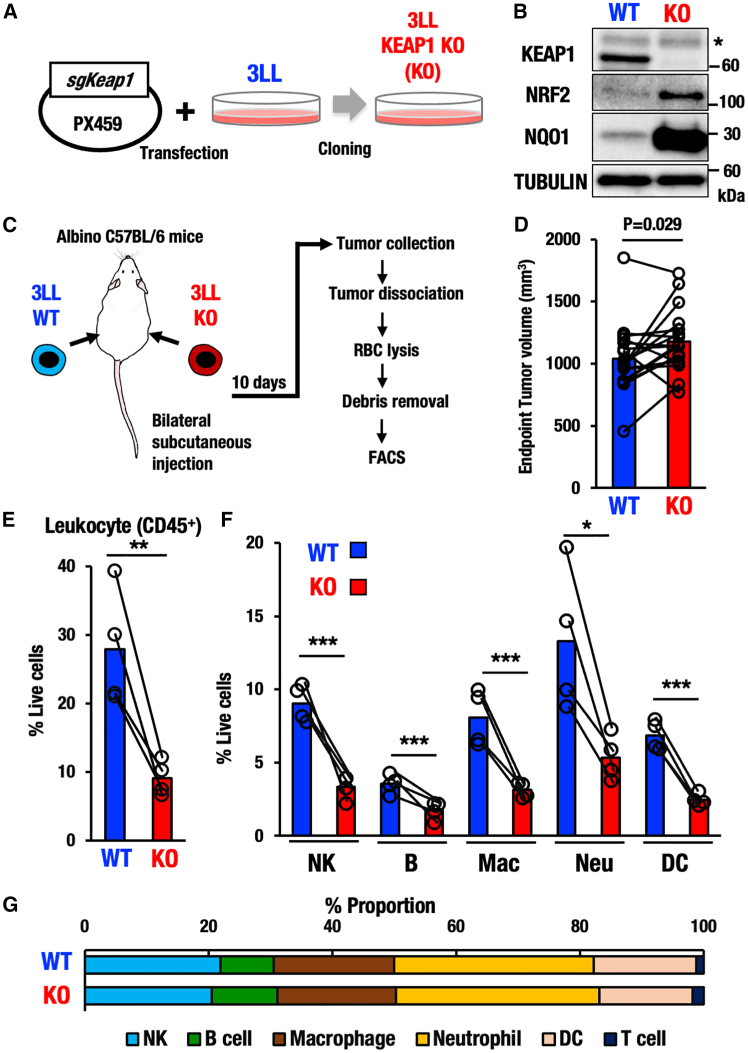
Decrease of immune cell infiltration in KEAP1-deleted tumors (A) Generation of NRF2-activated 3LL murine lung cancer cell line by deleting KEAP1. PX459 vector expressing *sgKeap1* was transfected into WT 3LL cancer cells. KEAP1-KO 3LL cancer cell lines were established by cloning from a single colony. (B) Western blot analysis of KEAP1, NRF2, and NQO1 in WT and KEAP1-KO 3LL cancer cell lines. Asterisk indicates a non-specific band. (C) Experimental scheme for the bilateral tumor transplantation model of WT and KEAP1-KO 3LL cells. After transplantations and tumor growth, tumors were taken, and flow cytometry analysis of the tumors was conducted as described. (D) Paired plot showing tumor volumes at endpoint in mice bilaterally injected with both WT and KEAP1-KO cancer cells. Each line connects tumor volumes from the same mouse (*n* = 14). (E) Percentages of CD45-positive leukocytes in live cells within the WT and KEAP1-KO tumors (*n* = 4, each). Note that CD45-positive cells were decreased significantly in KEAP1-KO cell-derived tumors. (F) Percentages of NK cell, B cell, macrophage (Mac), neutrophil (Neu), and DC in live cells within the WT and KEAP1-KO tumors (*n* = 4, each). (G) Proportional ratio of NK cell, B cell, macrophage, neutrophil, DC, and T cell in live cells within the WT and KEAP1-KO tumors. Note that the proportions of these cell types do not change much. Paired t-test. *p* < 0.05 was considered statistically significant; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005. Data are presented as mean, and dots represent individual tumors.

### NRF2-activated cancer cells provoke a severe immune cell infiltration decrease

To investigate the influences of the NRF2 activation in 3LL cancer cells on the tumor microenvironment, we challenged transplantation experiments of KEAP1-KO and wild type (WT) 3LL cell lines, taking advantage of the syngeneic immunocompetent nature of 3LL cells toward albino C57BL/6 mouse strain. We bilaterally transplanted the KEAP1-KO and WT cancer cells into right and left flanks of albino C57BL/6 mice, respectively, and compared the tumor immune microenvironment in the same host immune conditions (Figure 1C). Both KEAP1-KO and WT cancer cells were successfully engrafted into the albino C57BL/6 mice, and the KEAP1-KO tumors displayed moderately accelerated growth compared to WT tumors (Figure 1D), suggesting that the NRF2 activation in 3LL cells by the KEAP1 deletion promotes the cancer cell growth. We surmise that subtle changes in tumor growth may be attributable to the aggressive nature of the 3LL cells.

To examine the tumor immune microenvironment of WT and KEAP1-KO tumors, we collected tumor tissues and performed flow cytometry after tumor cell dissociation, red blood cell lysis, and debris removal (Figure 1C). Tumor-infiltrating immune cells such as macrophages and NK cells were identified by specific cell marker antibodies. Employed strategy is shown in Figure S2. It should be noted that cells positive for CD45 leukocyte common antigen were significantly decreased in the KEAP1-KO tumors compared with WT tumors (Figure 1E). While CD45^+^ leukocytes occupied approximately 30% of total cells within the WT 3LL engrafted tumors, the cell fraction reduced to less than 10% of total cells within the KEAP1-KO 3LL engrafted tumors. This result indicates that the infiltrations of wide-ranging CD45-positive immune cells are significantly reduced in the KEAP1-KO tumors.

We further assessed the composition of tumor infiltrating immune cells, assessing which types of immune cells are decreased or increased within the KEAP1-KO 3LL engrafted tumors. We found that the following five immune cell fractions, i.e., NK cells (CD45^+^NK1.1^+^), B cells (CD45^+^B220^+^), macrophages (CD11b^+^F4/80^+^), neutrophils (CD11b^+^Ly6G^+^), and DCs (CD11b^+^CD11c^+^MHCII^+^), were all significantly decreased in the KEAP1-KO tumors compared with those in the WT tumors (Figure 1F). While CD45-positive leukocytes were significantly decreased in the KEAP1-KO tumors compared with WT tumors, the proportional ratio of these five detected immune cells was comparable between the WT and KEAP1-KO tumors (Figure 1G). These results indicate that KEAP1 deletion and succeeding NRF2 activation cause a low level of immune infiltration in tumors without changing the proportion of five major immune cells.

### Decrease of immune cell infiltration into KEAP1-deleted tumors is unrelated to immunosuppressive cells

To examine whether the observed low-level immune cell infiltration in KEAP1-KO tumors is attributable to the enhancement of immunosuppressive immune cells, we next examined immunosuppressive cells such as myeloid-derived suppressor cells (MDSCs) and M2 macrophages.^40^^,^^41^ We found that the monocytic M-MDSCs (CD11b^+^Ly6C^high^Ly6G^–^) and polymorphonuclear (PMN)-MDSCs (CD11b^+^Ly6C^low^Ly6G^+^) were rather significantly decreased in the KEAP1-KO tumors (Figure S3). These results indicate that the low-level immune cell infiltration in KEAP1-KO tumors is unrelated to the increase of MDSCs, but numbers of MDSCs and their suppressor activity are rather decreased in the KEAP1-KO tumors.

We also examined immunosuppressive M2 macrophages (CD11b^+^F4/80^+^CD206^+^), and the number of M2 macrophages was comparable between WT and KEAP1-KO tumors (Figure S3). In addition, immunosuppressive regulatory T cells (T_reg_) were not detected in both WT and KEAP1-KO tumors. These results indicate that low-level immune cell infiltration into KEAP1-KO tumors is not attributable to the enhancement of immunosuppressive immune cells.

Additionally, we examined T cells in the tumors of WT and KEAP1-KO tumors. We found very small numbers of T cells, such as CD3^+^ cells and CD4^+^ cells, were infiltrated into both WT and KEAP1-KO tumors. Moreover, very low numbers of CD8^+^ cells were observed in both WT and KEAP1-KO tumors (Figure S3). These results are consistent with the previous observation that 3LL tumors display weak immunogenicity, and only low-level T-cell infiltration was observed in the 3LL-transplanted tumors.^42^^,^^43^ In addition to the low-level infiltration levels of T cell subpopulations, there were no substantial differences in the numbers of major T cell populations between the WT and KEAP1-KO tumors. We surmise that the low immunogenic nature of the 3LL tumor might result in these results. Taken together, the flow cytometry analyses of the immune cells in the 3LL transplanted tumors revealed that the infiltration of overall immune cells except for T cells into the tumor microenvironments was severely suppressed in NRF2-activated 3LL tumors due to KEAP1 deletion.

### Immunohistochemical analyses revealed a decrease in infiltrating immune cells in the stroma of KEAP1-deleted tumors

To validate the flow cytometry results showing that immune cell infiltration was reduced in the KEAP1-KO tumors, we carried out histological and immunohistochemical analysis of the tumors. As shown in Figures 2A and 2D, lower magnification images of Hematoxylin-Eosin (HE) stained tumors exhibited that tumor area (shown by T) and stroma area (shown by S) are observed similarly in both WT and KEAP1-KO tumor tissues. Higher magnification images showed that, while tumor cells have strong eosin staining with a larger nucleus, stroma cells exhibit faint eosin staining with a smaller nucleus (Figures 2G and 2J).

**Figure 2:**
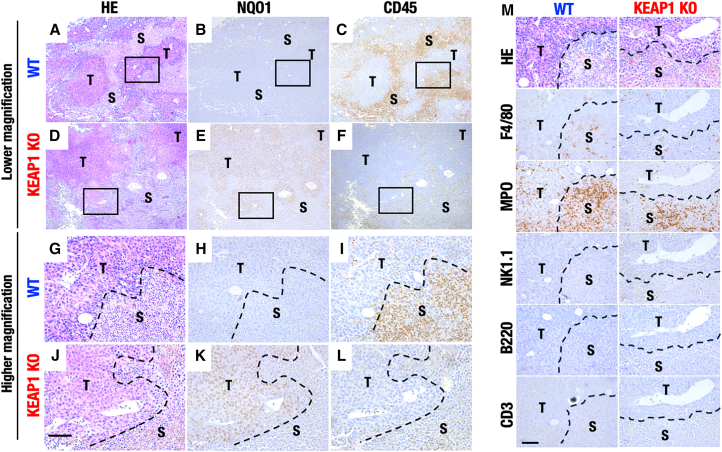
Immunohistochemical analyses of infiltrating immune cells in the stroma of KEAP1-deleted tumors (A–F) Representative images of HE-staining (A, D, G, and J), NQO1-immunostaining (B, E, H, and K), and CD45-immunostaining (C, F, I, and L) of WT (A–C and G–I) and KEAP1-KO (D–F and J–L) 3LL tumors. (G–L) Higher magnification images (G–L) were shown corresponding to the square area in lower magnification images (A–F). (M) Representative images of HE-staining and immunostaining for F4/80, MPO, NK1.1, B220, and CD3 in WT and KEAP1-KO tumors. T, tumor area; S, stroma area; Scale bars, 100 μm.

Immunohistochemical analysis revealed that NQO1 protein was expressed at a higher level in the tumor area of the KEAP1-KO tumor tissues (Figure 2E) than that of the WT tumor tissues (Figure 2B). Higher magnification images clearly showed that, while NQO1 expression in both tumor and stroma areas was very low in the WT tumor tissues (Figure 2H), a high level of NQO1 expression was detected in the tumor area but not in the stroma area of the KEAP1-KO tumor tissues (Figure 2K). These observations indicate that NRF2 is, in fact, activated in cancer cells of the KEAP1-KO tumor tissues.

By contrast to the NQO1 expression, immunohistochemical analysis of leukocyte common antigen CD45 revealed that CD45-positive immune cells resided at a higher level in the stroma of WT 3LL cancer tissues (Figure 2C), indicating massive infiltrations of immune cells to WT 3LL tumor tissues. Intriguingly, this CD45-positive immune cell infiltrations were severely abrogated in the stroma areas of KEAP1-KO tumor tissues (Figure 2F). Higher magnification images further clarified that, while many CD45-positive cells resided in the stroma areas of the WT tumor tissues (Figure 2I), much fewer CD45-positive cells were found in the stroma areas of the KEAP1-KO tumor tissues (Figure 2L). Further immunohistochemical analyses revealed that F4/80-positive macrophages and MPO-positive neutrophils were decreased in KEAP1-KO tumors compared with WT tumors, although their spatial distribution within the tumor tissue was not affected by the KEAP1 deletion (Figure 2M). NK cells and B cells were scarcely detectable in the tumors by immunohistochemical analyses, and T cells were also undetectable, in line with the flow cytometry findings showing minimal T cell populations in 3LL tumors. Taken together with the flow cytometric analyses, these results lead us to the hypothesis that immune cell infiltration into 3LL syngeneic tumor tissues is abrogated or heavily reduced in the KEAP1-KO tumors harboring high-level NRF2 activation.

### Unilateral transplantation reproduces reduced immune cell infiltration in the KEAP1-KO tumor

Thus far, we have examined immune cell infiltration by using bilateral transplantations of WT and KEAP1-KO 3LL cancer cells to albino C57BL/6 mice. While this procedure provides an elaborate comparison of immune cell infiltrations into WT and KEAP1-KO tumor tissues, there remains a possibility that both tumors residing bilaterally might affect the immune cell conditions mutually or might influence in a specific direction. Therefore, to eliminate the possibility that the injection of two different types of cancer cells into a single mouse bilaterally may provoke certain unpredictable effects on tumor microenvironments, we adopted a unilateral tumor model in which only one type of cancer cell was transplanted per mouse (Figure 3A).

**Figure 3:**
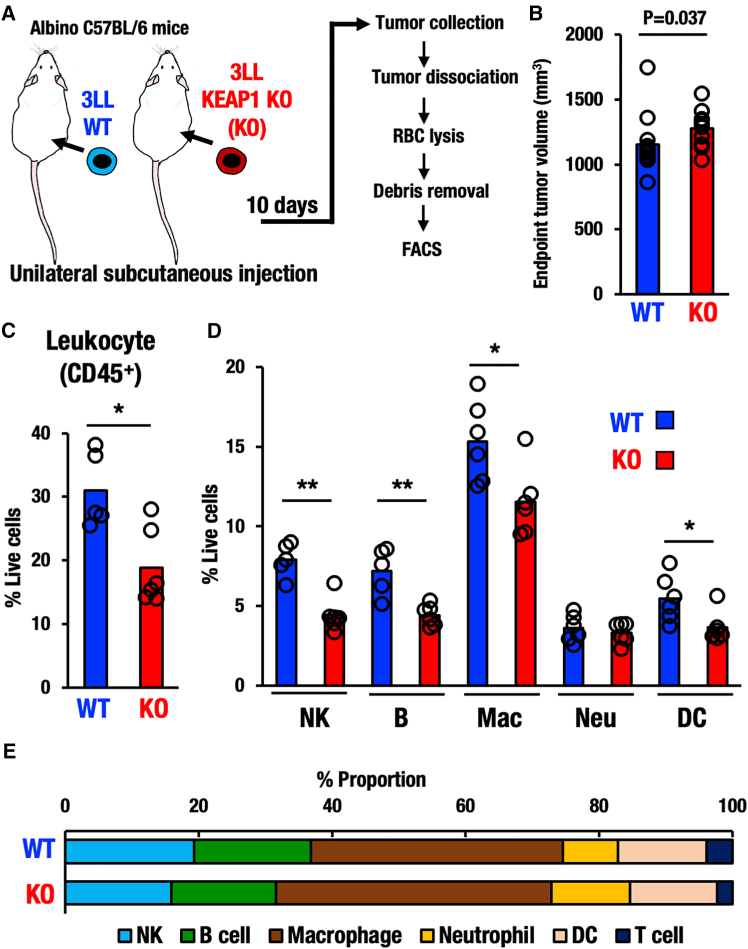
Unilateral tumor model showing that KEAP1 deletion suppresses the infiltration of immune cells (A) Experimental scheme for the unilateral transplantation tumor model of WT and KEAP1-KO 3LL cells and the flow cytometry protocols of tumor tissue. (B) Endpoint tumor volume of WT and KEAP1-KO tumors (*n* = 11–12). (C) Percentages of CD45-positive leukocytes that infiltrated into the WT and KEAP1-KO tumors (*n* = 6, each). (D) Percentage of NK cells, B cells, macrophages (Mac), neutrophils (Neu), and dendritic cells (DC) that infiltrated in the WT and KEAP1-KO tumors (*n* = 6, each). (E) Proportional ratio of NK cell, B cell, macrophage, neutrophil, DC, and T cell in live cells within the WT and KEAP1-KO tumors. Mann-Whitney U test. *p* < 0.05 was considered statistically significant; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005. Data are presented as means, and dots represent individual tumors.

KEAP1-KO tumors in the unilateral model exhibited comparable growth with WT tumors in individual mice (Figure 3B). Consistent with the finding in the bilateral model experiments, a significant reduction in CD45^+^ leukocytes was also observed reproducibly in KEAP1-KO tumors (19%) compared with those of WT tumors (31%) in the unilateral model (Figure 3C). It is important that the results of the unilateral transplantation model are, by and large, reproducible in the bilateral transplantation model. In both models, NRF2 activation in cancer cells suppresses the infiltration of immune cells into the tumor microenvironment.

Additionally, we noticed a couple of interesting observations in the comparison of unilateral and bilateral transplantation experiments. One is that the bilateral transplantation model displayed a much clearer difference in infiltrated CD45-positive leukocyte levels between WT and KEAP1-KO tumors (28% vs. 9%) compared with those of the unilateral transplantation model (31% vs. 19%). We surmise that as NRF2-activated cancer cells have an ability to suppress immune cell infiltration into tumors, circulating immune cells tend to accumulate more in WT 3LL tumors than in KEAP1-KO 3LL tumors in the bilateral model.

Another observation was made when we analyzed immune cell populations in the unilateral transplantation model and compared the results with those from the bilateral model. In the unilateral model, immune cells, including NK cells, B cells, macrophages, and dendritic cells, were all decreased in KEAP1-KO tumors compared to WT tumors. In contrast, the neutrophil level remained below 5% in both WT and KEAP1-KO tumors in the unilateral model (Figure 3D), whereas in the bilateral model, the neutrophil levels were 13% in WT tumors and 5% in KEAP1-KO tumors (Figure 1F). Additionally, macrophage levels differed between the two models: in the bilateral model, macrophage levels were 8% in WT tumors and 3% in KEAP1-KO tumors; in the unilateral model, they were 15% and 11%, respectively. These discrepancies may be attributed to differences in tumor numbers per mouse between the unilateral and bilateral transplantation experiments.

### NRF2 activation in cancer cells does not induce immune cells in systemic circulation

Thus far, we have demonstrated that NRF2 activation reproducibly suppresses immune cell infiltration in tumors. These findings led us to hypothesize that the NRF2 activation in transplanted cancer cells might influence systemic immune conditions. To ask whether the transplantation of NRF2 activated tumor affects the immunological status of the whole body, we performed flow cytometry analysis to characterize immune cells in the peripheral blood of these tumor-bearing mice (Figure 4A). The employed strategy is shown in Figure S4. Significant increases of peripheral myeloid cells and neutrophils were observed in WT tumor-bearing mice compared with non-tumor-baring mice (Figures 4B and 4C). Consistent with this observation, it has been reported that cancer cells increase the number of circulating myeloid cells.^44^ It should be noted that peripheral myeloid cells and neutrophils in KEAP1-KO tumor-bearing mice were not increased (Figures 4B and 4C, respectively) despite the fact that the KEAP1-KO tumors show a comparable size with WT tumors. These results lead us to an important hypothesis that, while normal cancer cells induce immune cells in systemic circulation reflecting the anti-cancer inflammation, the NRF2-activated cancers acquire a unique ability to grow without inducing both immune cells in systemic circulation and anti-tumor inflammation.

**Figure 4:**
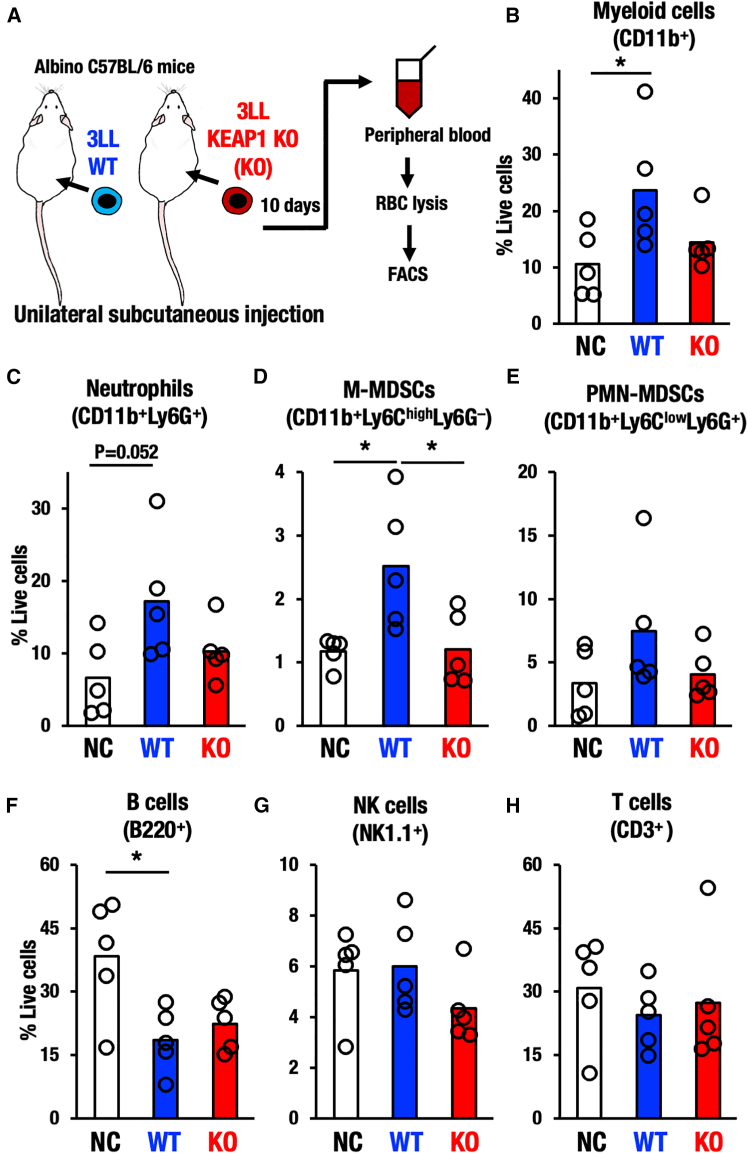
Immune cell populations in the circulation of the KEAP1-deleted tumor-bearing mice (A) Experimental scheme for the unilateral tumor transplantation model of WT and KEAP1-KO 3LL cell, and flow cytometry analysis of peripheral blood mononuclear cells from tumor-bearing mice and tumor non-transplanted control mice (NC). (B–H) Percentage of myeloid cells (B), neutrophils (C), M-MDSCs (D), PMN-MDSCs (E), B cells (F), NK cells (G), and T cells (H) in the peripheral blood from NC, WT, and KEAP1-KO tumor-bearing mice (*n* = 5, each). One-way ANOVA test followed by Tukey’s HSD test. *p* < 0.05 was considered statistically significant; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005. Data are presented as mean, and dots represent individual animals.

To address this hypothesis, we examined immune suppressive cells, peripheral M-MDSCs, and PMN-MDSCs. While M-MDSC cells appeared to be increased in WT tumor-bearing mice compared with non-tumor-baring mice, the suppressive cells were not increased in KEAP1-KO tumor-bearing mice (Figure 4D). Peripheral PMN-MDSCs also showed similar trends to peripheral M-MDSCs (Figure 4E). These results were consistent with both MDSC levels in WT and KEAP1-KO tumor tissues (Figure S3). Thus, NRF2 activation in cancer cells reduces immune cell infiltration into tumors and the elevation of circulating immune cells in tumor-bearing mice by exploiting a distinct regulatory pathway from the MDSC pathways.

To address the influences of NRF2 activated cancer cells transplantation on the other lineages of systemic immunity, we also examined peripheral B cells, NK cells, and T cells. Number of peripheral B cells was decreased in both WT and KEAP1-KO tumor-bearing mice (Figure 4F), but the decrease was of a similar extent between WT and KEAP1-KO tumor-bearing mice, suggesting that the suppression of peripheral B cells in tumor-bearing mice is independent of the NRF2 activation in tumors. Peripheral NK cells and T cells were not significantly affected by tumor-bearing conditions (Figures 4G and 4H).

### Decrease of immune cell infiltration in KEAP1-KO tumors is attributable to NRF2 activation

To determine whether NRF2 activation is responsible for the decrease of immune cell infiltration in KEAP1-KO tumors, we decided to generate KEAP1 and NRF2 double knockout 3LL cells (DKO). To this end, we deleted *Nrf2* in the KEAP1-KO 3LL cells using the CRISPR-Cas9 genome editing method (Figure S5A). Sequencing analysis revealed that both 1 base insertion and 1 base deletion were heterozygously generated in exon 5, resulting in a premature stop codon by frameshift (Figure S5B). Immunoblot data of the KEAP1-NRF2-DKO 3LL cell line showed that both KEAP1 and NRF2 proteins were absent, and the NQO1 protein was markedly reduced (Figure S5C). The expressions of NRF2 target gene *Nqo1* and *Gsta4* were also downregulated in the DKO 3LL cell line, demonstrating successful reversal of NRF2 hyperactivation in the KEAP1-KO cancer cells (Figures S5D and S5E).

Next, we bilaterally transplanted the KEAP1-KO and DKO cancer cells into both flanks of immunocompetent mice (Figure 5A). Concomitant deletion of NRF2 in KEAP1-KO tumors did not significantly change or moderately reduced tumor growth (Figure 5B). Importantly, while CD45^+^ immune cells in KEAP1-KO tumors were approximately 10% of total live cells, CD45^+^ immune cells were restored by approximately 25% in those of DKO tumors (Figure 5C), which was close to those in WT tumors of approximately 30%. These results provide compelling lines of evidence that NRF2 activation is responsible for the decrease of CD45^+^ immune cell infiltration in KEAP1-KO tumors. In a good agreement with the results of CD45^+^ immune cells, NK cells, macrophages, and neutrophils were restored after NRF2 deletion in KEAP1-KO tumors (Figure 5D).

**Figure 5:**
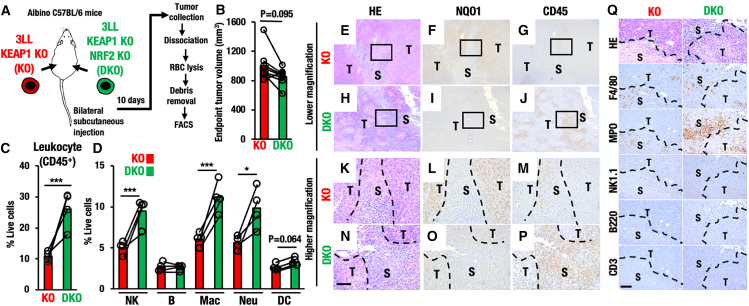
NRF2 deletion restores the KEAP1-deletion-mediated decrease of immune cell infiltration into tumors (A) Experimental scheme for the bilateral tumor transplantation model of KEAP1-KO and KEAP1-NRF2-DKO cells and the flow cytometry analysis of tumors. (B) Paired plot showing tumor volumes at endpoint in mice injected with both KEAP1-KO and KEAP1-NRF2-DKO cancer cells. Each line connects tumor volumes from the same mouse (*n* = 8). (C) Percentage of CD45-positive leukocytes in live cells within the KEAP1-KO and KEAP1-NRF2-DKO tumors (*n* = 4, each). (D) Percentages of NK cell, B cell, macrophage (Mac), neutrophil (Neu), and DC that infiltrated the KEAP1-KO tumors and KEAP1-NRF2-DKO tumors (*n* = 4, each). (E–P) Representative images of HE-staining (E, H, K, and N), NQO1-immunostaining (F, I, L, and O), and CD45-immunostaining (G, J, M, and P) of KEAP1-KO (E–G and K–M) and DKO (H–J and N–P) tumors. Higher magnification images (K–P) are shown corresponding to the square area in lower magnification images (E–J). (Q) Representative images of HE-staining and immunostaining for F4/80, MPO, NK1.1, B220, and CD3 in KEAP1-KO and DKO tumors. T, Tumor area; S, stroma area; Scale bars, 100 μm. Paired t-test. *p* < 0.05 was considered statistically significant; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005. Data are presented as mean, and dots represent individual tumors.

By contrast, numbers of the B cells and DCs were comparable between the KEAP1-KO and DKO tumors (Figure 5D), suggesting that the decrease in B cells and DCs in the KEAP1-KO tumors is independent of the NRF2 hyperactivation. Consistent with the results, as B cells and DCs are not significantly changed between the KEAP1-KO and DKO tumors, there is an increased CD45^+^ immune cells in DKO tumors compared with KEAP1-KO tumors. Therefore, the proportional ratio of B cells and DCs appeared to be reduced (Figure S6). These results provide compelling lines of evidence that NRF2 activation by KEAP1 knockout is responsible for the reduction of NK cells and myeloid-lineage cells, including macrophages and neutrophils. However, the NRF2 knockout did not rescue the numbers of B cells and DCs.

To further ask whether low-level immune cell infiltration in the KEAP1-KO tumors is caused by NRF2 activation, we carried out histological and immunohistochemical analyses of the tumors. Lower and higher magnification images of HE staining of tumors showed that tumor area and stroma area are observed similarly in both KEAP1-KO (Figures 5E and 5K) and DKO tumor tissues (Figures 5H and 5N). Immunohistochemical analysis showed that high NQO1 expression in the tumor area of the KEAP1-KO tumor tissues (Figures 5F and 5L) was reversed in that of the DKO tumor tissues (Figures 5I and 5O). Higher magnification images clearly showed that high-level NQO1 expression was observed in tumor areas (shown by T) of the KEAP1-KO tumor tissues (Figure 5L), because of the strong NRF2 activation. By contrast, very low NQO1 expression was found in the tumor area of the DKO tumor tissues (Figure 5O), indicating that NRF2 activation in the KEAP1-KO tumor is efficiently canceled in the DKO tumor tissues.

Supporting the results of flow cytometry analyses, low and high magnification images of immunohistochemical analyses revealed that low-level CD45 expression was observed in the stroma area of the KEAP1-KO tumor tissues (Figures 5G and 5M), and CD45 was expressed at a high level in the stroma area of the DKO tumor tissues (Figures 5J and 5P). The immunohistochemical results revealed that F4/80-positive macrophages and MPO-positive neutrophils were increased in DKO tumors compared with KEAP1-KO tumors (Figure 5Q), consistent with the flow cytometry results. Thus, reduced immune cell infiltration due to NRF2 activation in KEAP1-KO tumors is efficiently rescued by the concomitant knockout of NRF2. We conclude based on these results that the NRF2 activation elicits the immune cell depleted conditions of KEAP1-KO tumors.

### Downregulation of immune system-related pathways in the NRF2-activated tumors

To our knowledge, this study experimentally demonstrates that NRF2 activation in cancer cells leads to reduced immune cell infiltration into tumors. To approach the mechanistic basis of how NRF2 activation induces the low-level immune cell infiltration into tumors, various experimental approaches can be applied to these experimental systems that we have developed, such as metabolome, transcriptome, and proteome analyses. As NRF2 acts as a transcription regulator, we decided to challenge RNA sequencing (RNA-seq) analysis, which provides a high-throughput and comprehensive analysis of gene expression, allowing us to capture global transcriptomic changes. We performed RNA-seq studies using WT, KEAP1-KO, and DKO tumor tissues.

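The tumors were formed by 3LL cells, a mouse Lewis lung carcinoma line, transplanted into both flanks of the same mice and taken at day 10. In Experiment A the left flank carried WT tumors and the right flank KEAP1-KO tumors, and in Experiment B the left flank carried KEAP1-KO tumors and the right flank DKO tumors. Each of these 4 groups holds 4 tumors. Genotype and flank therefore change together within an experiment, and neither the paper's text nor the sample labels name a sequencing batch. The extraction protocol among the labels names mouse liver, while the titles and the paper name tumors and cultured cells. The paper's description was used. The table that the authors deposited has 1 column per library and 43143 rows, of which 34021 carry a transcript identifier and 9122 a gene identifier, and 18509 rows have a gene symbol. No gene of the GENCODE vM21 annotation had both kinds of row. Among the genes with transcript rows, only 0.214% of the transcripts tagged as consensus coding sequence were listed, against 62.8% of the others, so the row of a named gene can be 1 minor transcript and not the gene's total. The row of a gene is called a gene row below where it carries a gene identifier, and is otherwise named by the kind of transcript that it is. The lowest value is exactly 2 in every library, and the values follow log2(normalized count + 4), where the count is a whole number of reads divided by 1 factor per library. Undoing the transform gave whole reads for 100% of the low values that were checked. Reads were summed over the listed rows only, so the totals leave out transcripts that are not listed and are not the full depth. By this measure the WT tumors of Experiment A held between 5016026 and 6048387 reads (median 5381403) and the KEAP1-KO tumors of Experiment A between 4486741 and 5208804 (median 4758399). The KEAP1-KO tumors of Experiment B held between 4375265 and 5299345 reads (median 4902852) and the DKO tumors between 4222379 and 5806540 (median 4948744). Rows with at least 5 normalized counts in at least 4 of the 16 tumors were kept, which left 34215 rows, and all 16 tumors entered 1 limma fit on the deposited log2 values. A difference between groups is a difference of log2(normalized count + 4), which understates the change of genes with low counts. In simulated tumors with 200 changed rows, the fit recovered 70.5% of all changed rows and 89% of those changed by 2 on the log2 scale, and 6.62% of its calls were false. The changed rows had a mean log2 value above 4 before the change and changed by 1 or 2. Values were drawn without the floor at 2, so recovery of rows nearer the floor was not simulated.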

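The edited genes were read first in every tumor. Keap1 (ENSMUSG00000003308, gene row) had a mean log2 value of 8.88 ± 0.09 (SD, n = 4) in WT tumors, 7.45 ± 0.32 (n = 4) in KEAP1-KO tumors of Experiment A, 7.46 ± 0.11 (n = 4) in KEAP1-KO tumors of Experiment B and 7.37 ± 0.14 (n = 4) in DKO tumors. The lowest WT tumor had 8.78 and the highest of the tumors without KEAP1 had 7.86. In Experiment A, Keap1 was lower in KEAP1-KO than in WT tumors by 1.43 (standard error 0.13, adjusted p = 1.8e-06, limma with Benjamini-Hochberg adjustment). The row of Nfe2l2, which encodes NRF2, is a processed transcript (ENSMUST00000152371). Its mean was 6.01 in WT tumors, 5.84 in KEAP1-KO tumors of Experiment A, and 5.59 in both groups of Experiment B, so this row did not separate DKO from KEAP1-KO tumors (difference -6.75e-04, adjusted p = 1.00, limma).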

We examined the activation of the NRF2 pathway gene set in the WT and KEAP1-KO tumors, which were transplanted bilaterally into left and right flanks, respectively (Experiment A in Figure 6A). 

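In Experiment A, 15 NRF2 target genes that the figure lists were compared between 4 KEAP1-KO and 4 WT tumors. They comprise Prdx1, Prdx6, Txnrd1 and Srxn1 for the antioxidant response, Slc7a11, Gclc, Gclm and Gsr for glutathione metabolism, and Nqo1, Gsta1, Gsta2, Gsta4, Gstm1, Gstm2 and Gstp1 for detoxification. Nqo1 (ENSMUSG00000003849, gene row) had a mean log2 value of 6.85 ± 0.19 (SD, n = 4) in WT tumors and 12.41 ± 0.11 (n = 4) in KEAP1-KO tumors, a difference of 5.55 (standard error 0.18, adjusted p = 1.4e-11, limma). With each tumor left out in turn, that difference stayed between 5.47 and 5.62. All 15 genes were called higher at an adjusted p under 0.05, both over all rows tested and adjusted over the list alone. The paper shows these genes as a heatmap of the same tumors, so the count over the list is not independent evidence. The differences ran from 0.92 for Prdx6, whose row is a transcript subject to nonsense-mediated decay, to 5.55. Gclm (a processed transcript) rose by 1.89 (standard error 0.40, adjusted p = 0.0039, limma), and it was no longer called with a pseudocount of 0.4 in place of 4, at an adjusted p of 0.171. Only Nqo1, Gsta1 and Gsta4 have a gene row among these genes, and the Gsta and Gstm genes are families of close paralogs that may share reads, so their single values are uncertain.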

Heatmaps showed that expressions of many well-known NRF2 target genes related to antioxidant, glutathione metabolism, and detoxification were upregulated in KEAP1-KO tumors compared with those in WT tumors. We also validated the expressions of the same set of NRF2 target genes in the KEAP1-KO and DKO tumors that were transplanted into the left and right flanks, respectively (Experiment B). The high-level expressions of NRF2 target genes in KEAP1-KO tumors were mostly canceled in the DKO tumors (Figure 6A). These results nicely support our elaborate experimental settings in which NRF2 is activated in the KEAP1-KO tumors while suppressed in the DKO tumors.

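In Experiment B, the direction was the opposite. Nqo1 fell from 12.23 ± 0.22 (SD, n = 4) in KEAP1-KO tumors to 5.93 ± 0.46 (n = 4) in DKO tumors, a difference of -6.30 (standard error 0.18, adjusted p = 1.9e-12, limma). The 15 listed genes were all called lower in DKO tumors, over all rows tested and adjusted over the list alone. The smallest fall was that of Prdx6 (-1.12), and Gsta2, a protein-coding transcript row, fell by 1.15 (adjusted p = 0.0146, limma). Gsta2 was the only one of these genes whose call was lost with the replicate number as a block in the fit, at an adjusted p of 0.0501. Gclm, which had risen least firmly in Experiment A, fell by 3.66 (adjusted p = 1.8e-05, limma). With each of the 8 tumors left out in turn, 15 genes stayed called lower in every fit.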

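Averaged per tumor over the listed genes, the detoxification genes had a mean log2 value of 4.66 ± 0.21 (SD, n = 4) in WT and 8.37 ± 0.23 (n = 4) in KEAP1-KO tumors of Experiment A. In Experiment B they had 8.00 ± 0.15 (n = 4) in KEAP1-KO and 4.22 ± 0.16 (n = 4) in DKO tumors. The antioxidant genes rose by 1.68 in KEAP1-KO tumors and fell by 1.85 in DKO tumors, and the glutathione genes rose by 1.94 and fell by 3.00. None of these comparisons had overlapping groups (exact permutation test, two-sided, p = 0.0286, the smallest that 4 tumors against 4 allow, or 0.0413 in Experiment A and 0.0464 in Experiment B after Benjamini-Hochberg adjustment over the lists). The paper takes the rise of these genes in KEAP1-KO tumors and its loss in DKO tumors (Figure 6A) as support for its experimental settings, in which NRF2 is activated in the former and suppressed in the latter.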

**Figure 6:**
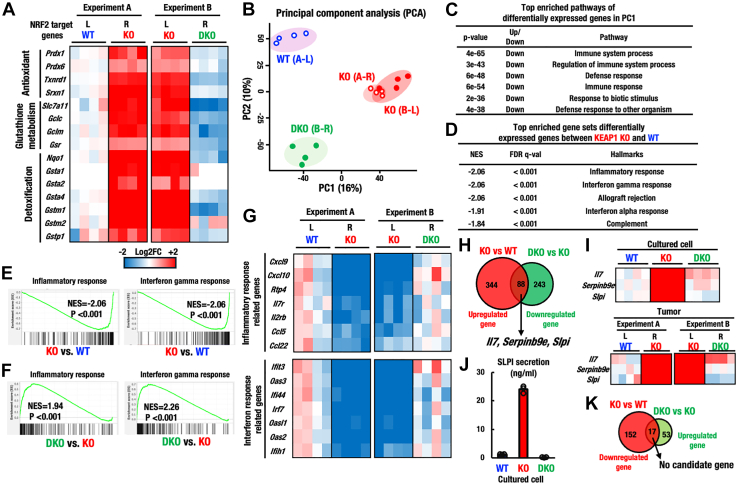
Downregulation of the immune system process pathway in KEAP1-deleted tumors (A) Heatmap shows the expression of representative NRF2-target genes in WT vs. KEAP1-KO tumors and KEAP1-KO vs. KEAP1-NRF2-DKO tumors (*n* = 4, each). Colors indicate the log2 fold change (FC) value relative to the mean expression level of WT tumors or KEAP1-KO tumors. (B) Principal component analysis (PCA) of RNA-seq data from WT vs. KEAP1-KO tumors, KEAP1-KO vs. KEAP1-NRF2-DKO tumors. The principal components, PC1 (16% variance explained) and PC2 (10% variance explained), are plotted. Each dot represents an individual sample. (C) Top enriched pathways of differentially expressed genes in PC1 of PCA analysis. (D) Top enriched gene sets of differentially expressed genes between KEAP1-KO and WT of GSEA analysis. (E and F) GSEA enrichment plot for gene sets inflammatory response and interferon gamma response pathway for KEAP1-KO vs. WT tumors (E), and KEAP1-NRF2-DKO vs. KEAP1-KO tumors (F). (G) Heatmap shows the expression of inflammatory response related genes and interferon response related genes in the WT vs. KEAP1-KO and KEAP1-KO vs. KEAP1-NRF2-DKO tumors (*n* = 4, each). Colors indicate the log2 FC value relative to the mean expression level of WT tumors. (H) Venn diagram showing the number of differentially expressed genes overlapped between KEAP1-KO upregulated (*p* < 0.01, log2FC > 2) and KEAP1-NRF2-DKO downregulated (*p* < 0.01, log2FC < −2) 3LL cancer cells. *Il7, Serpinb9*e, and *Slpi* genes are identified as candidate genes that may contribute to the low-level immune cell infiltration into tumors. (I) Heatmaps show the expression of *Il7*, *Serpinb9e* and *Slpi* genes in the WT, KEAP1-KO and KEAP1-NRF2-DKO 3LL cancer cells. Colors indicate the log2 FC values relative to the mean expression level of WT 3LL cancer cells. (J) SLPI secretion in the supernatant of cultured media from the WT, KEAP1-KO and KEAP1-NRF2-DKO 3LL cancer cells. Data are presented as mean, and dots represent individual samples. (K) Venn diagram shows the number of differentially expressed genes overlapped between KEAP1-KO downregulated (*p* < 0.01, log2FC < −2) and KEAP1-NRF2-DKO upregulated (*p* < 0.01, log2FC > 2) 3LL cancer cells. To our best knowledge, no candidate gene has been found that may contribute to reduced immune cell infiltration.

To explore the wide associations between NRF2 activation and various unknown biological systems, which appear specifically in KEAP1-KO tumors, we performed principal component analyses (PCA) using the data obtained from comprehensive RNA-seq analysis (Figure 6B). 

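The 16 tumors were projected on the principal components of the 34215 rows kept, centred and not scaled. The KEAP1-KO tumors of Experiment A had a mean PC1 score of 54.4 ± 11.9 (SD, n = 4) and those of Experiment B 36.5 ± 4.87 (n = 4), a difference of -17.9 with overlapping groups (exact permutation test, two-sided, p = 0.0857, or 0.196 after Benjamini-Hochberg adjustment over 16 tests of scores). On PC2 the same groups had -7.01 ± 6.23 and -0.53 ± 1.97 (exact permutation test, two-sided, p = 0.114, adjusted 0.229). With only the rows that have a symbol, the PC1 difference was -15.0 and the groups did not overlap (exact permutation test, two-sided, p = 0.0286). In the limma fit, 56 rows differed between the KEAP1-KO tumors of Experiment B and Experiment A at an adjusted p under 0.05, and 52 of them were higher in Experiment B. This count rested on single tumors: without replicate 4 of the KEAP1-KO tumors of Experiment B it was 0, and without replicate 3 of Experiment A it was 43, while 2632 rows had an unadjusted p under 0.05 with all tumors. Experiment and flank both differ between these groups.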

We found that two independent datasets of KEAP1-KO (A-R and B-L from Experiment A and Experiment B, respectively) were almost indistinguishable, assuring the high reproducibility of the analyses. 

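PC1 carried 16.9% of the variance of the 16 tumors and PC2 10.4%. WT tumors scored -53.4 ± 12.8 (SD, n = 4) on PC1 and the KEAP1-KO tumors of the same experiment lay 107.9 higher, without overlap (exact permutation test, two-sided, p = 0.0286, adjusted 0.0914). The adjusted value exceeds 0.05 for all scores, because only 5 of the 16 tests of scores reached this smallest raw p. With each tumor left out in turn the difference stayed between 99.3 and 114.3. Along PC2, WT tumors scored -47.8 ± 4.34, which was 40.8 below the KEAP1-KO tumors.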

We found a stark separation of PC1 (principal component 1) between the WT and KEAP1-KO tumors. An important finding was a clear PC1 separation between the KEAP1-KO and DKO tumors. 

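DKO tumors scored -37.5 ± 10.6 (SD, n = 4) on PC1 and lay below the KEAP1-KO tumors of Experiment B by a difference of -73.9, without overlap (exact permutation test, two-sided, p = 0.0286, adjusted 0.0914). The fits that each left out 1 tumor gave values from -81.9 to -63.6. The groups also stood apart on PC2, where DKO tumors lay 55.9 higher.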

While WT and DKO tumors were not separated along PC1, they were separated along PC2, suggesting the influences of differentially expressed genes independent of NRF2. These results indicate that NRF2 activation provokes high-magnitude gene expression changes, which can be seen in the clear PC1 separation.

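On PC1 the DKO tumors lay 16.0 above the WT tumors and the groups overlapped (exact permutation test, two-sided, p = 0.171, adjusted 0.249). On PC2, at 55.3 ± 7.03 (SD, n = 4), they lay 103.1 above the WT tumors without overlap (exact permutation test, two-sided, p = 0.0286). The PC1 result depended on the scaling of the rows: with each row scaled to unit variance, DKO and WT tumors differed by 64.6 and did not overlap (exact permutation test, two-sided, p = 0.0286). Without replicate 2 of the WT tumors the centred difference was -1.02, and without replicate 3 of the DKO tumors it was 31.9. WT and DKO tumors come from different experiments and different flanks, so genotype, experiment and flank cannot be told apart in this comparison. From the separation along PC2, the paper proposes an influence of genes that differ independently of NRF2.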

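In Experiment A, 4483 of the 34215 rows tested (13.1%) differed between KEAP1-KO and WT tumors at an adjusted p under 0.05 (limma), 1920 higher and 2563 lower in KEAP1-KO tumors, and 3190 of these rows have a symbol. The excess of lower rows depended on the scaling, with 2268 higher and 2285 lower under quantile normalization and 2237 higher and 2209 lower under median centring. In Experiment B, 3031 rows differed between DKO and KEAP1-KO tumors, 1445 higher and 1586 lower. Requiring an absolute log2 difference of at least 1 as well moved these counts most, to 1976 (631 higher, 1345 lower) and 1181 (664 higher, 517 lower). The excess of lower rows thus grew in Experiment A and was reversed in Experiment B. Rescaling without the 20 highest rows also reversed it in Experiment B (1941 higher, 1201 lower). Both experiments called 1487 of the rows, of which 577 rose in KEAP1-KO tumors and fell in DKO tumors, 741 fell and then rose, and 169 changed in the same direction. Of the rows called in Experiment A, 72.3% had the opposite sign in Experiment B, although the experiments share no library. Among the rows with the largest changes, Adh7 (ENSMUSG00000055301, gene row) rose by 6.21 (standard error 0.30) in KEAP1-KO tumors and fell by 5.92 in DKO tumors. Gm20658 (ENSMUSG00000093765, gene row) rose by 6.24 and fell by 6.49. Ksr2 (ENSMUSG00000061578, gene row) had the largest fall in KEAP1-KO tumors (-4.52, standard error 0.22).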

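Rows were ranked by their PC1 loading and tested for 807 Reactome mouse pathways with limma's rank-based camera test at its preset correlation of 0.01. At an adjusted p under 0.05, 120 pathways were called, 98 of them on the side of the WT and DKO tumors and 22 on the side of the KEAP1-KO tumors. Interferon gamma signaling came first, with 59 of its 68 rows on the WT and DKO side against 52.0% of all rows (adjusted p = 9.2e-39). For Chemokine receptors bind chemokines the figure was 27 of 29 rows (adjusted p = 1.1e-21), and for Cytokine Signaling in Immune system 135 of 185 rows (adjusted p = 2.4e-19). The pathways on the KEAP1-KO side were led by Glutathione conjugation (adjusted p = 1.1e-33) and Phase II conjugation (adjusted p = 1.3e-26). Reactome pathways stand in for the gene sets of the paper, which were not used here. A preset correlation makes this test liberal where the rows of a pathway vary together. Only rows with a symbol could belong to a pathway, whereas all rows formed the background. In Experiment A, 1198 rows with a symbol were called higher and 1992 lower in KEAP1-KO tumors, against 1920 and 2563 of all rows. The balance of 98 and 22 pathways can partly reflect this background.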

Intriguingly, top enriched pathways of differentially expressed genes in PC1 were mostly related to the immune responses, including both immune system process and regulation of immune system process (Figure 6C). These results suggest that the immune response is suppressed in KEAP1-KO tumors in an NRF2-dependent manner.

We next conducted a gene set enrichment analysis (GSEA) to explore differentially expressed gene sets in KEAP1-KO tumors. Consistent with the results of PCA and inferring expectation, top enriched gene sets differentially expressed between WT and KEAP1-KO tumors are inflammatory response and interferon gamma response (Figure 6D). 

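The camera test on the tumor fit, with 807 Reactome pathways of 10 to 500 rows, called 245 pathways between KEAP1-KO and WT tumors, 71 higher and 174 lower in KEAP1-KO tumors. The background again included rows without a symbol, which can favour lower pathways in this comparison. The lowest adjusted p was that of Interferon gamma signaling (1.2e-26), whose 68 rows had a median log2 difference of -1.22. The number of calls depended on how the correlation between rows was treated. With the correlation estimated for each pathway 19 pathways were called, and with fry 446. Interferon gamma signaling was called in all 3 tests, with an adjusted p of 0.0331 for the estimated correlation and 7.8e-07 for fry. The paper's inflammatory response set was represented by the 7 genes that Figure 6G lists.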

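Among the pathways lower in KEAP1-KO tumors, Cytokine Signaling in Immune system had a median log2 difference of -0.59 over 185 rows (camera, adjusted p = 1.2e-14). Chemokine receptors bind chemokines had -1.43 over 29 rows (camera, adjusted p = 9.1e-13), and Complement cascade -1.19 over 15 rows (camera, adjusted p = 8.2e-06). Of these, Complement cascade was not called with the estimated correlation (adjusted p = 0.212), while the other two were (0.0346 and 0.0331). Interferon alpha beta signaling, with 12 rows, had a median of -0.80 (camera, adjusted p = 5.9e-05) and was not called with the estimated correlation (0.0774). Fry called all of them.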

GSEA enrichment plot comparing WT and KEAP1-KO tumors showed that genes related to these two sets were highly reduced in KEAP1-KO tumors (Figure 6E). 

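Between DKO and KEAP1-KO tumors of Experiment B, camera called 278 Reactome pathways, 53 higher and 225 lower in DKO tumors. Interferon gamma signaling was higher with a median log2 difference of 0.79 (camera, adjusted p = 4.9e-15), Chemokine receptors bind chemokines with 0.52 (adjusted p = 5.5e-07) and Complement cascade with 0.41 (adjusted p = 3.7e-04). Camera did not call Innate Immune System (adjusted p = 0.188), Adaptive Immune System (0.336) or MHC class II antigen presentation (0.955). It had called them lower in KEAP1-KO than in WT tumors (adjusted p = 4.5e-04, 7.4e-04 and 0.0095). Of these, fry called only Innate Immune System higher in DKO tumors (adjusted p = 0.0301). Interferon gamma signaling was also called by fry (adjusted p = 1.2e-04), but not with an estimated correlation (adjusted p = 0.0966), and the same held for Chemokine receptors bind chemokines (0.103 with the estimated correlation) and Complement cascade (0.205). The 3 pathways called with an estimated correlation were all lower in DKO tumors. Fry called 393 pathways.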

We also conducted GSEA comparing KEAP1-KO and DKO tumors, and the enrichment plots showed that genes related to inflammatory response and interferon gamma response were highly enriched in DKO tumors (Figure 6F). These results support our conclusion that inflammatory response and interferon gamma response pathways are downregulated in KEAP1-KO tumors.

We hypothesized that the downregulation of inflammatory response and interferon gamma response pathways in KEAP1-KO tumors may be due to the low infiltration of immune cells into the tumors. To verify this hypothesis, we compared expression profiles of genes related to the inflammatory response and interferon gamma response pathways in KEAP1-KO tumors in comparison with those in WT tumors. To our expectation, the KEAP1-KO tumors showed significantly decreased expressions of genes related to these two pathways (Figure 6G). 

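Figure 6G lists Cxcl9, Cxcl10, Rtp4, Il7r, Il2rb, Ccl5 and Ccl22 for the inflammatory response, and Ifit3, Oas3, Ifi44, Irf7, Oasl1, Oas2 and Ifih1 for the interferon response. All 14 were called lower in KEAP1-KO than in WT tumors, over all rows tested and adjusted over the list alone, and in each fit that left out 1 tumor. The paper shows these genes for the same tumors, so the list is not independent evidence. Cxcl10 (a retained-intron transcript) had a mean log2 value of 6.21 ± 0.88 (SD, n = 4) in WT and 2.69 ± 0.26 (n = 4) in KEAP1-KO tumors, a difference of -3.52 (standard error 0.41, adjusted p = 2.3e-05, limma). Ifit3 (gene row) had 6.38 ± 0.81 and 2.99 ± 0.52, a difference of -3.39 (standard error 0.42, adjusted p = 3.5e-05, limma). The smallest differences were those of Ccl5 and Ccl22 (-1.49 each). As a set, the inflammatory genes were called lower by camera (adjusted p = 3.9e-09), with the estimated correlation (0.0094) and by fry (5.7e-07), and the interferon genes likewise (7.2e-11, 0.0176 and 2.8e-06). The Oas genes are a family of paralogs that may share reads. Restricting the test to rows with a mean of at least 25 normalized counts left 8 genes called, because fewer of them were tested.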

The suppressions of the inflammatory response and interferon gamma response pathway-related genes in KEAP1-KO tumors were almost completely restored in the DKO tumors. These results strongly support our contention that the infiltration of immune cells into the tumors is suppressed in KEAP1-KO tumors in an NRF2-dependent manner.

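In Experiment B, Cxcl10 rose from 3.16 ± 0.56 (SD, n = 4) in KEAP1-KO tumors to 6.71 ± 0.68 (n = 4) in DKO tumors, a difference of 3.55 (adjusted p = 3.8e-05, limma). Ifit3 rose to 6.96 ± 0.70, a difference of 3.46 (adjusted p = 5.2e-05, limma). The 7 interferon genes were all called higher in DKO tumors. Of the 7 inflammatory genes 5 were called over all rows tested and 6 adjusted over the list alone. Il2rb (gene row) rose by 1.32 without being called over all rows (adjusted p = 0.12, limma), and Ccl22 (gene row) rose by 0.52 (adjusted p = 0.420, limma). Il7r (gene row) was called at an adjusted p of 0.0382, and over the alternatives its adjusted p rose to as much as 0.116, and its call was lost in 5 of the 8 fits that each left out 1 tumor. Averaged per tumor, the interferon genes lay 2.71 lower in KEAP1-KO than in WT tumors and 2.16 higher in DKO than in KEAP1-KO tumors, and the inflammatory genes 2.36 lower and 1.80 higher.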

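Lists of marker genes for cell types, fixed in advance, were averaged per tumor. The 10 leukocyte markers (Ptprc, Cd53, Laptm5, Coro1a, Cd52, Lcp1, Tyrobp, Fcer1g, Arhgdib and Cytip) had a mean log2 value of 8.39 ± 0.09 (SD, n = 4) in WT and 6.30 ± 0.20 (n = 4) in KEAP1-KO tumors of Experiment A, a difference of -2.09 (exact permutation test, two-sided, p = 0.0286, adjusted 0.0413). In Experiment B they had 7.00 ± 0.13 (n = 4) in KEAP1-KO and 7.92 ± 0.29 (n = 4) in DKO tumors, a difference of 0.92 (exact permutation test, two-sided, p = 0.0286, adjusted 0.0464). With a pseudocount of 0.4, the alternative that moved the first difference most, it was -2.20. All 10 were called lower in KEAP1-KO tumors. In DKO tumors 8 were called higher and Arhgdib, which 3LL cells in culture also express, was called lower. Ptprc, which encodes CD45 and is listed as a retained-intron transcript (ENSMUST00000112036), fell from 8.96 ± 0.06 to 6.63 ± 0.25 in Experiment A (difference -2.32, standard error 0.14, adjusted p = 2.4e-08, limma). In Experiment B it rose from 7.44 ± 0.23 to 8.46 ± 0.23 (difference 1.02, adjusted p = 1.8e-04, limma). The macrophage markers differed by -1.71 and 0.64, the neutrophil markers by -1.58 and 0.71 and the NK cell markers by -1.88 and 1.36, each without overlap in both experiments. Over all rows tested, 10 of 10 macrophage, 6 of 8 neutrophil and 3 of 3 NK cell rows were called lower in KEAP1-KO tumors. In DKO tumors 3, 2 and 2 of them were called higher, or 8, 2 and 3 adjusted over the list alone. The NK cell score lay near the floor of 2 in KEAP1-KO tumors (2.12 in Experiment A and 2.08 in Experiment B). B cell markers differed by -0.90 without overlap in Experiment A and by 0.43 with overlap in Experiment B, and dendritic cell markers by -0.79 and 0.39 in the same way. These 2 lists also have rows above the filter in cultured 3LL cells, 3 of the 4 B cell rows and 3 of the 6 dendritic cell rows. The same holds for 1 of the 10 macrophage rows and 1 of the 8 neutrophil rows. In culture, which holds no B cells, the 3 B cell rows were lower in KEAP1-KO than in WT cells by a difference of -0.71 without overlap. None of the 4 B cell rows was called between KEAP1-KO and WT tumors over all rows tested, and 2 were called lower adjusted over the list alone. The endothelial markers did not follow: they stood at 6.56 ± 0.16 in WT and 6.50 ± 0.23 in KEAP1-KO tumors (exact permutation test, two-sided, p = 0.714), and fell from 6.74 ± 0.18 to 6.35 ± 0.08 in DKO tumors. The fibroblast markers differed by -1.14 with overlap in Experiment A and by 1.16 without overlap in Experiment B. The paper takes the lower expression of the inflammatory and interferon genes in KEAP1-KO tumors and its return in DKO tumors (Figure 6G) as strong support for its contention that immune cell infiltration is suppressed in KEAP1-KO tumors through NRF2.

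**Figure D1:**
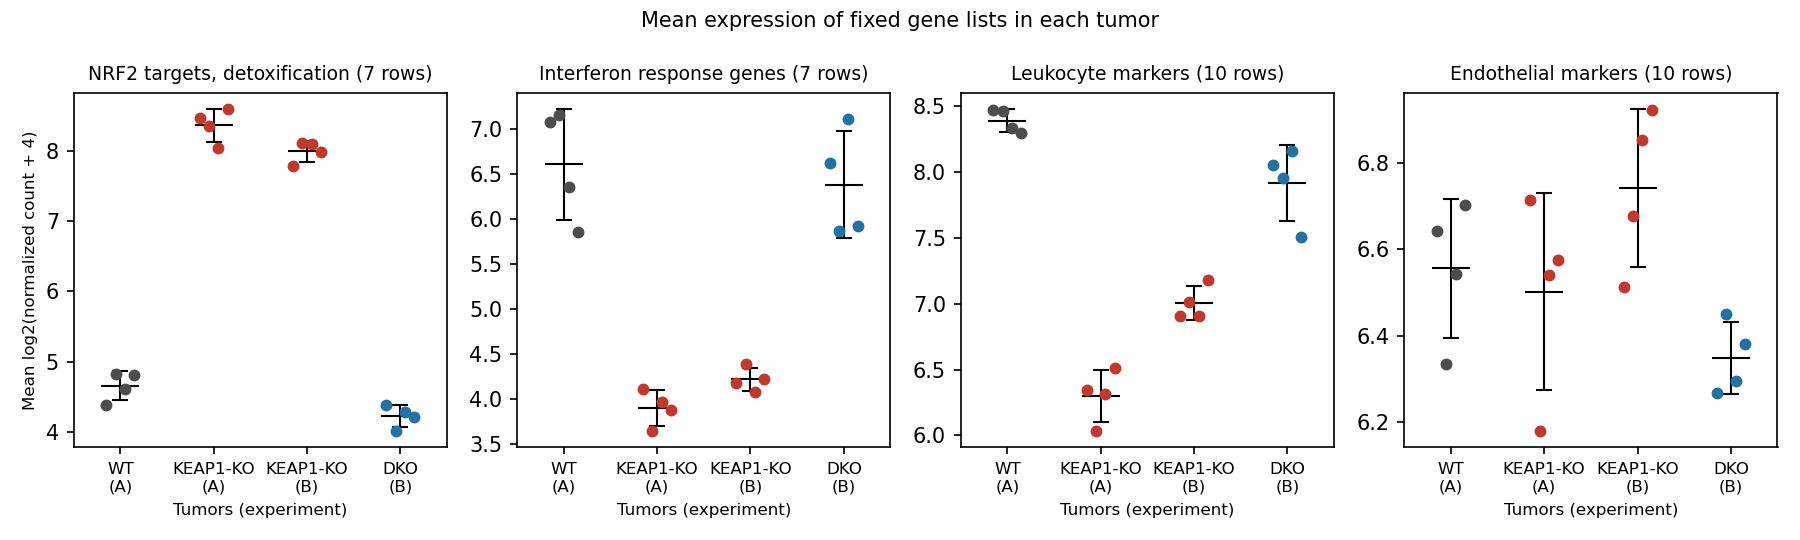
Mean log2(normalized count + 4) of 4 gene lists in each tumor (points), with the mean and SD of each group of 4 tumors, for WT and KEAP1-KO tumors of Experiment A and KEAP1-KO and DKO tumors of Experiment B. The detoxification list is high in both KEAP1-KO groups, the interferon and leukocyte lists are low in them, and the endothelial list lies between 6.35 and 6.74 on average in every group.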

We also analyzed the expression of *Cd274* (PD-L1) and *Ctla4* mRNAs in the tumors using RNA-seq data (Figure S7). 

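Pdcd1, which encodes PD-1, was not analysed here. Cd274, which encodes PD-L1 (ENSMUSG00000016496, gene row), had a mean log2 value of 7.02 ± 0.30 (SD, n = 4) in WT and 5.66 ± 0.10 (n = 4) in KEAP1-KO tumors of Experiment A. The difference was -1.36 (standard error 0.20, adjusted p = 2.2e-04, limma). Ctla4 (gene row) had 3.68 ± 0.74 and 2.24 ± 0.49, a difference of -1.44 (standard error 0.41, adjusted p = 0.0273, limma). In 3 of the 4 KEAP1-KO tumors Ctla4 was at the floor of 2. Its call was lost in 4 of the 8 fits that each left out 1 tumor, with an adjusted p of up to 0.0922.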

We found that, while *Cd279* (PD-1) expression was not detected in the tumors, both *Cd274* and *Ctla4* expression levels were reduced in KEAP1-KO tumors compared to WT tumors. This decrease was consistent with the reduced expression of T cell and myeloid cell markers, including *Cd4*, *Cd80*, and *Itgam* (Figure S7), suggesting that the downregulation of *Cd274* and *Ctla4* likely reflects decreased immune cell infiltration in KEAP1-KO tumors. By contrast, in DKO tumors, the reduced expression of *Cd274*, *Ctla4,* and immune cell markers was partially reversed, further supporting the hypothesis that NRF2 activation suppresses immune cell infiltration to the tumors.

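Cd4 (gene row) had a mean log2 value of 4.13 ± 0.59 (SD, n = 4) in WT and 2.48 ± 0.41 (n = 4) in KEAP1-KO tumors, a difference of -1.65 (standard error 0.32, adjusted p = 0.0023, limma). Cd80 (gene row) had 5.97 ± 0.26 and 3.94 ± 0.20, a difference of -2.03 (adjusted p = 5.3e-06, limma). Itgam, listed as a processed transcript (ENSMUST00000119696), had 10.19 ± 0.16 and 7.73 ± 0.21, a difference of -2.46 (adjusted p = 4.0e-09, limma). Of the 5 T cell markers of Figure S7, only Cd4 and Cd8a passed the filter on low values. Cd8a (gene row) stood at 4.17 ± 0.61 in WT and 4.56 ± 0.24 in KEAP1-KO tumors and was not called (adjusted p = 0.453, limma). Its row had a similar level in cultured 3LL cells, 3.93 ± 0.32 in WT and 3.87 ± 0.17 in KEAP1-KO cells (SD, n = 4 each). Cd3d, Cd3e and Cd3g had means of 2.75, 3.16 and 2.62 in WT tumors and 2.08, 2.09 and 2.08 in KEAP1-KO tumors, close to the floor of 2, so a change in them was hardly detectable at such low counts. Of the 6 myeloid markers, 5 were called lower over all rows tested and 6 adjusted over the list alone. Because the paper shows these markers for the same tumors, that count is not independent evidence. Cd14 (a retained-intron transcript) fell least firmly, by 0.50 (adjusted p = 0.143, limma), and the call of Cd68 (a processed transcript, -0.38, adjusted p = 0.0410, limma) was lost in 6 of the 8 fits that each left out 1 tumor, with an adjusted p of up to 0.12. From the joint fall of these genes, the paper proposes that lower Cd274 and Ctla4 reflect lower immune cell infiltration.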

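In Experiment B, Cd274 stood at 5.82 ± 0.21 (SD, n = 4) in KEAP1-KO and 6.52 ± 0.47 (n = 4) in DKO tumors, a difference of 0.70 (standard error 0.20, adjusted p = 0.0421, limma). The groups overlapped (exact permutation test, two-sided, p = 0.0857), and the call was lost in 7 of the 8 fits that each left out 1 tumor, with an adjusted p of up to 0.134. Ctla4 stood at 2.71 ± 0.49 and 3.34 ± 0.59 and was not called (difference 0.62, adjusted p = 0.439, limma). Cd4 stood at 3.13 ± 0.25 and 3.33 ± 0.44 (difference 0.19, adjusted p = 0.811, limma). Cd80 rose by 1.25 (adjusted p = 8.6e-04, limma) and Itgam by 1.39 (adjusted p = 3.0e-06, limma). Of the 6 myeloid markers 5 were called higher in DKO tumors, among them Cd33 (a retained-intron transcript) at an adjusted p of 0.0441, a call that was lost in all 8 fits that each left out 1 tumor (adjusted p up to 0.119). The paper takes the partial return of these genes as further support for its hypothesis that NRF2 activation suppresses immune cell infiltration.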

### Expression of immunosuppressive factors in NRF2-activated cancer cells

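RNA of cultured WT, KEAP1-KO and DKO 3LL cells was sequenced in 4 libraries each, in the same table and on the same log2(normalized count + 4) scale as the tumors. Summed over the listed rows only, the WT cells held between 5808948 and 6149588 reads (median 6043370.5). The KEAP1-KO cells held between 6466464 and 7524285 (median 7113036) and the DKO cells between 6030628 and 7499246 (median 6435284). The same filter left 29744 rows, and the 12 libraries entered 1 limma fit. In simulated cell libraries this fit recovered 75.5% of 200 changed rows, with 5.63% false calls. These changed rows, too, all had a mean log2 value above 4 before the change. Keap1 stood at 9.45 ± 0.09 (SD, n = 4) in WT, 7.59 ± 0.07 (n = 4) in KEAP1-KO and 7.35 ± 0.08 (n = 4) in DKO cells, and fell by 1.86 in KEAP1-KO cells (standard error 0.07, adjusted p = 2.2e-09, limma). The processed transcript of Nfe2l2 stood at 5.32, 4.84 and 5.06 and did not separate DKO from KEAP1-KO cells (adjusted p = 0.650, limma). Nqo1, as a target of NRF2, rose by 3.44 in KEAP1-KO cells and was lower in DKO than in KEAP1-KO cells by 5.68, and lower in DKO than in WT cells by 2.24. At an adjusted p under 0.05, 4599 rows differed between KEAP1-KO and WT cells (2419 higher, 2180 lower), 2627 between DKO and KEAP1-KO cells (1183 higher, 1444 lower) and 5254 between DKO and WT cells (2517 higher, 2737 lower).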

To gain mechanistic insights as to how NRF2 activation in cancer cells induces low immune cell infiltration into tumor tissues, we investigated changes in gene expression in WT, KEAP1-KO, and DKO cancer cells. 

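Cultured KEAP1-KO cells had 183 rows higher than WT cells at an unadjusted p under 0.01 (limma) and a log2 difference over 2, and DKO cells had 164 rows lower than KEAP1-KO cells at the same thresholds. With a pseudocount of 0.4 in place of 4, which enlarges the log2 differences of rows with low counts, these numbers were 455 and 316. A threshold of 1 on the log2 difference moved them most, to 952 and 632. Figure 6H labels the second set as DKO against KEAP1-KO cells, which was followed here.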

We found that, in comparison with WT cells, 344 genes were significantly upregulated in KEAP1-KO cells, whereas 243 genes were significantly downregulated in DKO cells (Figure 6H). Of these genes, 88 genes were concomitantly upregulated and downregulated in NRF2-activated KEAP1-KO cells and in NRF2-deleted DKO cells, respectively. 

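Both sets shared 59 rows, 45 of them with a symbol, which is 32.2% of the rows higher in KEAP1-KO cells. Because both comparisons use the KEAP1-KO libraries, 100 simulations in which no group differed were run, and these shared 2.38 rows on average and at most 6. With the second set taken against WT cells in place of KEAP1-KO cells, 2 rows were shared. With 1 of the KEAP1-KO libraries left out the overlap was between 38 and 43, and with 1 WT or DKO library left out between 57 and 62. Rows above the filter in KEAP1-KO cells alone drop out when 1 of those libraries is missing, which lowers the overlap by construction. The shared rows include Il7, Serpinb9e and Slpi, and the NRF2 target genes Nqo1, Gclm, Gsta1, Gsta2, Gsta4 and Gstm2.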

Through the inspection of these 88 genes and several additional rounds of literature searches, we hypothesized that the following three genes, i.e., *Il7*, *Serpinb9e,* and *Slpi*, and their products, are plausible candidates. Of the three candidates, Interleukin-7 (IL-7) has been reported to promote the cell death of immune cells through continuous signaling,^45^ while Serine proteinase inhibitor 9 (SERPINB9) mediates tumor immune evasion by inhibiting apoptosis of cancer cells.^46^^,^^47^ Secretory leukocyte peptidase inhibitor (SLPI) has been reported to promote the tumorigenic and metastatic potential of cancer cells.^48^ Based on these lines of information, we surmise that these factors may contribute independently or in combination to the observed marked reduction of immune cell infiltration into NRF2 activated tumors.

To verify this hypothesis, we compared expressions of these genes in both cancer cells in culture and in transplanted tumors (Figure 6I). Heatmap of the RNA-seq data for the culture cells indicates that expressions of *Il7*, *Serpinb9e*, and *Slpi* genes were significantly upregulated in KEAP1-KO cancer cells, but were downregulated in DKO cancer cells (Figure 6I, left panel). 

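Il7, whose row is a processed transcript (ENSMUST00000191681), had a mean log2 value of 2.33 ± 0.26 (SD, n = 4) in WT, 6.54 ± 0.13 (n = 4) in KEAP1-KO and 2.93 ± 0.20 (n = 4) in DKO cells. It was higher in KEAP1-KO than in WT cells by 4.21 (standard error 0.20, adjusted p = 2.6e-08, limma) and differed by -3.60 between DKO and KEAP1-KO cells (adjusted p = 1.1e-07, limma). Serpinb9e (ENSMUSG00000062342, gene row) stood at 2.17 ± 0.20, 4.68 ± 0.23 and 2.37 ± 0.29, with differences of 2.51 (standard error 0.24, adjusted p = 1.1e-05, limma) and -2.31 (adjusted p = 3.5e-05, limma). Serpinb9e belongs to a family of close paralogs that may share reads, so its value is uncertain. Slpi (ENSMUSG00000017002, gene row) stood at 5.22 ± 0.15, 8.80 ± 0.12 and 5.00 ± 0.19, with differences of 3.59 (standard error 0.12, adjusted p = 1.2e-09, limma) and -3.81 (adjusted p = 4.8e-10, limma). The 3 genes were called in both comparisons, over all rows tested and adjusted over the list alone. The paper chose them from these libraries, so the list is not independent evidence. Between DKO and WT cells, none of them was called over all rows, with differences of 0.60 for Il7 (adjusted p = 0.0584), 0.20 for Serpinb9e (adjusted p = 0.636) and -0.22 for Slpi (adjusted p = 0.258, limma). Il7 was called higher in DKO cells adjusted over the list alone, and its groups did not overlap. With any 1 of the KEAP1-KO libraries left out, Il7 and Serpinb9e no longer met the filter of 5 normalized counts in 4 libraries and gave no value.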

Heatmap of the RNA-seq data for the tumors *in vivo* showed reproducible results that the expressions of *Il7*, *Serpinb9e,* and *Slpi* genes were upregulated and downregulated in KEAP1-KO tumors and DKO tumors, respectively (Figure 6I, right panel). These results evidently demonstrate that these candidate immune-suppressive factors are under the NRF2 regulation.

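In tumors, Il7 stood at 2.43 ± 0.50 (SD, n = 4) in WT, 6.79 ± 0.24 (n = 4) in KEAP1-KO tumors of Experiment A, 6.85 ± 0.20 (n = 4) in KEAP1-KO tumors of Experiment B and 3.55 ± 0.44 (n = 4) in DKO tumors. The differences were 4.37 in Experiment A (standard error 0.25, adjusted p = 1.7e-08, limma) and -3.30 in Experiment B (adjusted p = 5.8e-07, limma). Serpinb9e stood at 2.14 ± 0.27, 6.54 ± 1.16, 6.02 ± 0.18 and 2.15 ± 0.18, with differences of 4.41 (standard error 0.41, adjusted p = 1.9e-06, limma) and -3.87 (adjusted p = 1.3e-05, limma). Slpi stood at 6.14 ± 0.73, 10.20 ± 0.63, 9.26 ± 0.55 and 5.49 ± 0.15, with differences of 4.06 (standard error 0.35, adjusted p = 1.1e-06, limma) and -3.77 (adjusted p = 4.5e-06, limma). In each comparison the groups did not overlap, and the 3 genes stayed called in every fit that left out 1 tumor. From these heatmaps of cells and tumors, the paper concludes that the expression of the 3 factors is under the regulation of NRF2.

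**Figure D2:**
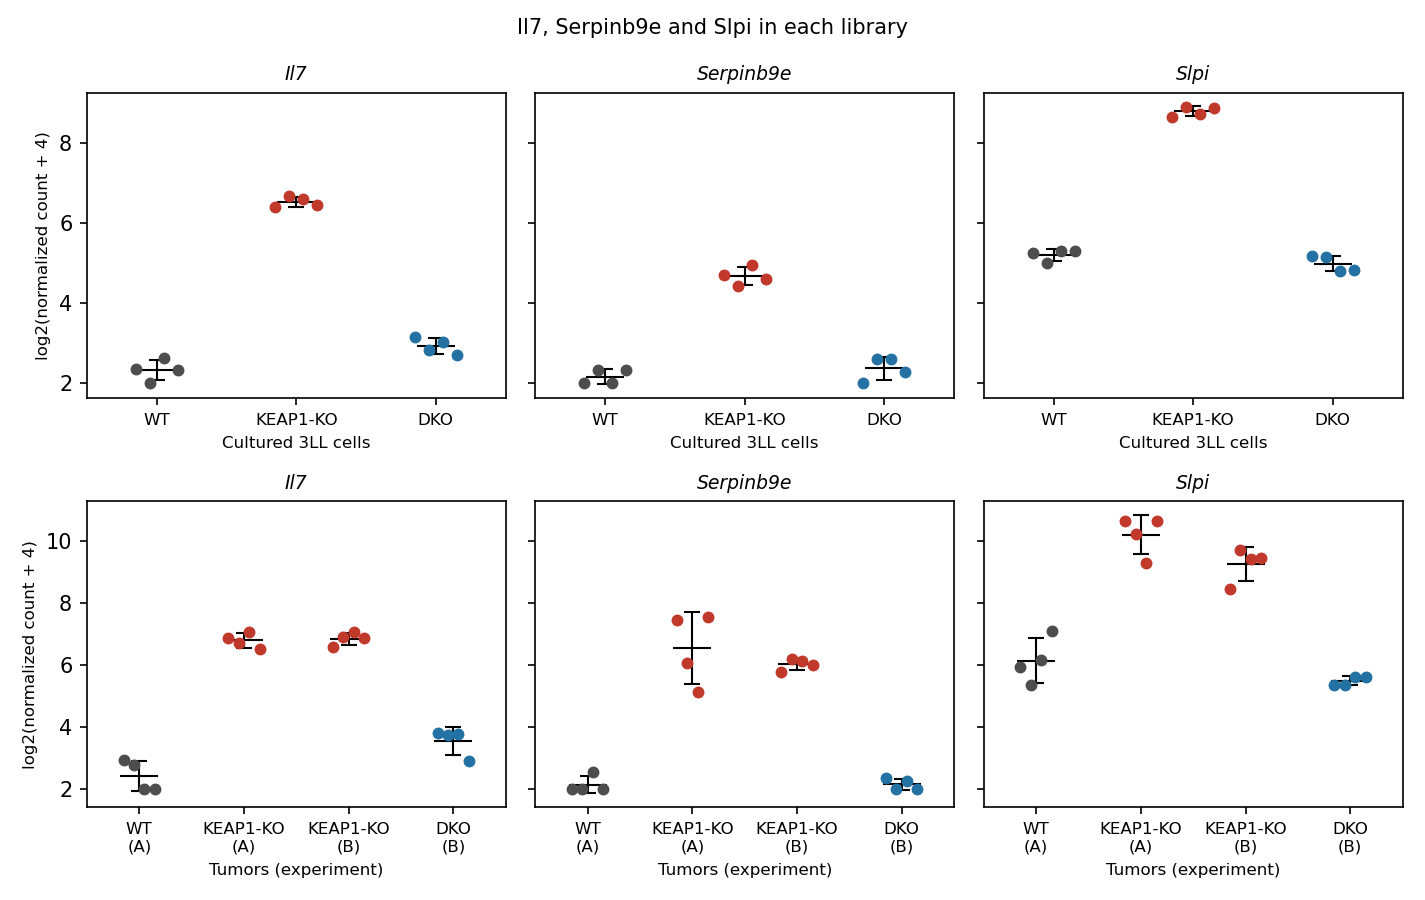
Log2(normalized count + 4) of Il7, Serpinb9e and Slpi in each library (points), in cultured 3LL cells (upper panels) and in tumors (lower panels), with the mean and SD of each group of 4 libraries. In both materials the KEAP1-KO libraries lie above the WT and DKO libraries for all 3 genes.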

We further conducted ELISA experiments for IFN-γ, IL-7, and SLPI. IFN-γ and IL-7 were undetectable in the supernatant of all there 3LL cell lines: WT, KEAP1-KO, and DKO. In contrast, SLPI was markedly secreted by KEAP1-KO cells compared with WT and DKO cells (Figure 6J), indicating that SLPI is highly expressed and secreted in NRF2-activated 3LL cells. Given that SLPI has been implicated in immune suppression within the tumor microenvironment^49^^,^^50^ and systemic immune suppression,^51^^,^^52^ these findings support the notion that SLPI may contribute to the reduced immune cell infiltration observed in 3LL cells upon NRF2 activation.

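With the signs exchanged, 83 rows were lower in KEAP1-KO than in WT cells at an unadjusted p under 0.01 (limma) and a log2 difference under -2, and 41 rows were higher in DKO than in KEAP1-KO cells by more than 2. At a pseudocount of 0.4 these numbers were 161 and 82. The largest fall in KEAP1-KO cells was that of Ksr2 (gene row, -4.98, standard error 0.21), followed by Eya2 (a processed transcript, -4.70) and Pdpn (gene row, -4.06). Ksr2 did not return in DKO cells, where it was lower than in WT cells by 3.89.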

We also found that, in comparison with WT cells, 152 genes were significantly downregulated in KEAP1-KO cells, whereas 53 genes were significantly upregulated in DKO cells (Figure 6K). Of these genes, 17 genes were concomitantly downregulated and upregulated in NRF2-activated KEAP1-KO cells and in NRF2-deleted DKO cells, respectively. 

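The sets shared 8 rows, or 9.64% of the rows lower in KEAP1-KO cells. The 4 of these with a symbol were Zfp608, Clu, Bmp7 and Inpp4b, all on transcript rows, and they were singled out after their values were seen. Simulations with no difference between groups shared 3.03 rows on average and up to 8, so an overlap of this size also arose from the shared KEAP1-KO libraries alone. Without replicate 1 of the KEAP1-KO cells the overlap was 19, and it was 14 without any other single KEAP1-KO library.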

We also conducted an inspection of these 17 genes and several additional rounds of literature searches, but to our best knowledge, no plausible candidate genes resided in this set of genes and their products.

## Discussion

Clinical observations suggest that NRF2 hyperactivation in cancer cells is associated with low-level immune cell infiltrations into tumors, it remains unclear how the NRF2 activation causes the reduction of immune cell infiltration. To examine this point experimentally, in this study, we established a mouse model of NRF2-activated cancers using the transplantation of syngeneic cells harboring *Keap1* and *Nrf2* gene modifications. As summarized in Figure 7, this study demonstrates that the NRF2 activation in cancer cells evokes low-level immune cell infiltration into tumors, which recapitulates the clinical phenotypes of the NRF2-activated cancers. Our mouse model revealed that the infiltration of immune cells is significantly decreased in the KEAP1-KO/NRF2-activated tumors, but concomitant knockout of NRF2 rescues the immunological phenotypes of the tumors. Transcriptome analyses suggest that three immune-suppressive genes under the NRF2 regulation may act either individually or in combination for the suppression of immune cell infiltration. Thus, our present cancer model study using syngeneic cancer cell transplantation unequivocally demonstrates that NRF2 hyperactivation in cancer cells provokes low-level immune cell infiltration to tumors or immune evasion through activating NRF2-dependent immune-suppressive genes, and this process contributes to the establishment of the malignancy of NRF2-activated tumors. Additionally, this study provides a valuable experimental model for understanding the mechanisms and developing therapies to combat the malignant NRF2-activated cancers.

**Figure 7:**
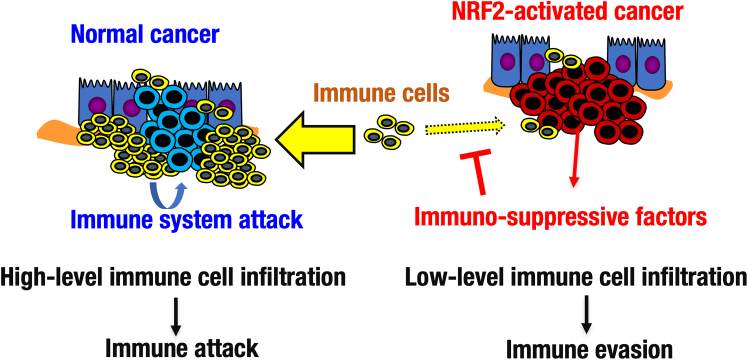
Proposed model for the NRF2-mediated suppression of immune cell infiltration in tumor A model showing that NRF2-activated cancer suppresses the infiltration of immune cells in tumors through up-regulating immune-suppressive factors.

### Validity of the mouse 3LL tumor transplantation model

The lower immune cell infiltration is reproducibly observed clinically in KEAP1-mutated LUAD cases, such as in the TCGA database,^28^ the TIMER database,^29^ and the IMpower131 study.^30^^,^^31^ Our mouse model study exhibits strong concordance with these available clinical data. Since the report showing that NRF2-activated cancer is resistant to ICB,^23^ many studies have been challenging the elucidation of underlying mechanisms. However, to the best of our knowledge, no mouse model that recapitulates these clinical phenotypes has been established. In this regard, the following observations may be pertinent. In the KEAP1-mutant *Kras*^*G12D/+*^*p53*^−/−^ lung cancers, the recruitment of CD103^+^ DCs was decreased, but CD45-positive cells were not influenced.^34^ M2-macrophages were increased in tumors generated by the orthologous transplantation of KEAP1 mutant LL2 cancer cells compared with those generated by WT LL2 cells.^35^ Myeloid cells were increased in tumors generated by the transplantation of KEAP1 mutant LKR10 cancer cells compared with those generated by WT LKR10 cells.^36^ While these pioneering studies provide important observations, the phenotypes observed do not reflect those typically observed in clinical cases. By contrast, this study established the mouse model that recapitulates the clinical phenotypes of low-level immune cell infiltration into NRF2-activated tumors using syngeneic 3LL cancer cells harboring genetic manipulations in *Keap1* and *Nrf2* genes.

### Mechanisms by how NRF2 activation in cancer cells induces the immune phenotype of tumors

Reduced expression of *MHC (Major histocompatibility complex)* genes was observed in NRF2-activated H460 cancer cells in culture.^53^ Indeed, our transplanted 3LL model also showed the reduced expression of *MHC* genes in the NRF2-activated KEAP1-KO tumors (Figure S8A). By contrast, in the case of cultured 3LL cancer cells, the expression of *MHC* genes was not significantly changed by the NRF2 activation (Figure S8B). 

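Figure S8A lists 11 MHC class I genes (H2-M3, H2-T10, H2-T22, H2-T23, H2-T24, H2-Q4, H2-Q5, H2-Q6, H2-Q7, H2-Q10 and H2-D1), and H2-Eb1, H2-Aa, H2-Ab1, H2-DMb1, H2-DMb2, H2-DMa and H2-K1 in its second block. All of them were lower in KEAP1-KO than in WT tumors of Experiment A. In the first block 9 were called over all rows tested and 10 adjusted over the list alone, and in the second block all 7 were called. The paper shows these genes for the same tumors, so the count over the list is not independent evidence. The exceptions over all rows were H2-T10 (-0.73, adjusted p = 0.0847, but 0.0475 without replicate 3 of the KEAP1-KO tumors) and H2-D1 (-0.44, adjusted p = 0.310, limma). H2-Ab1 (a retained-intron transcript) fell from 7.60 ± 0.24 (SD, n = 4) to 4.44 ± 0.28 (n = 4), a difference of -3.16 (standard error 0.18, adjusted p = 1.5e-08, limma). The averaged class I genes differed by -1.54 and the second block by -2.34 (exact permutation test, two-sided, p = 0.0286 each). H2-DMb2 (gene row, -0.88, adjusted p = 0.0391, limma) lost its call in 7 of the 8 fits that each left out 1 tumor (adjusted p up to 0.122). The H2 genes are close paralogs that may share reads, so the value of a single gene is uncertain. The paper proposes that this decrease stems from fewer immune cells in the tumors.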

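In cultured cells, 6 of the class I genes and 3 of the second block passed the filter on low values. Of the class I genes, only H2-T23 (a retained-intron transcript) was called between KEAP1-KO and WT cells. It rose from 5.77 ± 0.23 (SD, n = 4) to 6.53 ± 0.22 (n = 4), a difference of 0.76 (standard error 0.18, adjusted p = 0.0106, limma). H2-DMa (a processed transcript) rose by 1.39 (standard error 0.25, adjusted p = 0.0017, limma) and H2-DMb1 (a retained-intron transcript) by 0.89 (standard error 0.21, adjusted p = 0.0106, limma). The counts were the same adjusted over the list alone, and the 3 genes stayed called in every fit that left out 1 library. They were lower in DKO than in KEAP1-KO cells, by differences of -1.22, -0.96 and -0.74. None of the listed genes was called lower in KEAP1-KO cells, and H2-D1 (-0.05) and H2-DMb2 (0.02) hardly moved. H2-T22 (a retained-intron transcript) was lower by a difference of -0.605 without being called (adjusted p = 0.100, limma), although its groups did not overlap. The averaged class I genes differed by 0.06 (exact permutation test, two-sided, p = 0.143). The 3 genes of the second block averaged 3.59 ± 0.13 (SD, n = 4) in WT and 4.36 ± 0.16 (n = 4) in KEAP1-KO cells, a difference of 0.77 without overlap (exact permutation test, two-sided, p = 0.0286, adjusted 0.0387). H2-Ab1 was close to the floor of 2 in all cultured cells.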

The *MHC* genes, especially class II members, are normally expressed on antigen-presenting cells such as macrophages, DCs, and B cells.^54^ Therefore, we surmise that the decrease of *MHC* expression in our present *in vivo* transplantation data is attributable to the low-level immune cell infiltration into tumors, which reduces total expression levels of *MHC* genes in tumors *en bloc* without affecting the expression of *MHC* genes in NRF2-activated 3LL cancer cells. This interpretation is consistent with the results of flow cytometry and immunohistochemistry, showing that immune cell infiltration into the tumor microenvironment is suppressed in the NRF2-activated tumors.

In the search for responsible or pertinent genes for the decrease of immune cell infiltration, we identified three candidate genes, *Il7*, *Serpinb9e,* and *Slpi*, which are expressed in NRF2-activated cancer cells and may contribute to the induction of low-level immune cell infiltration into the NRF2-activated tumor. Intriguingly, we found NRF2 binding sites in the proximity to all three genes in the ChIP-seq data for human lung cancer cell lines^22^ and mouse bone marrow-derived macrophages.^55^ Especially, we found that SLPI is highly expressed and secreted in NRF2-activated 3LL cells, supporting the notion that SLPI may contribute to the reduced immune cell infiltration observed upon NRF2 activation in 3LL cells. Thus, it seems plausible that NRF2 directly activates the expression of these genes, and these gene products, either individually or in combination, repress the immune cell infiltration into tumors. Contributions of yet unidentified factors may also be possible.

An interesting observation in this study is that the transplantation of WT 3LL cells led to a clear increase in peripheral CD11b^+^ myeloid cells, suggesting a systemic pro-inflammatory and immune-activating effect. In contrast, such increases were attenuated in mice transplanted with NRF2-activated 3LL cells, consistent with our observations in the tumor microenvironment, where myeloid cell infiltration was also reduced. These findings suggest that NRF2 activation in tumor cells suppresses not only local immune cell recruitment within the tumor but may also attenuate the systemic inflammatory and immune response typically triggered by tumor-derived signals. This could be due to the NRF2-mediated suppression of pro-inflammatory cytokine and chemokine secretions from tumors, resulting in reduced mobilization and expansion of myeloid cells in both the tumor and peripheral compartments.

In conclusion, this study provides convincing lines of experimental evidence that the NRF2 activation in cancer cells suppresses immune cell infiltration into tumors, which recapitulates frequently observed clinical phenotypes of the NRF2-activated malignant cancers. Importantly, enfeebling the NRF2 activity can reverse the low-level immune infiltration phenotypes observed in NRF2-activated tumors. This study provides valuable insight into how NRF2-activated cancers acquire malignancy and further highlights the importance of developing NRF2-targeting therapies.

### Limitations of the study

In this study, we have evaluated immune cell infiltration in a syngeneic mouse model using the transplantation of 3LL lung cancer-derived cells with either NRF2 hyperactivation via *Keap1* gene deletion or concomitant *Keap1-Nrf2* gene deletion. This subcutaneous transplantation model clearly demonstrated that NRF2 activation represses immune cell infiltration. We anticipate that orthotopic transplantation models are also feasible and would provide additional relevant insights. We have conducted flow cytometric analyses, conventional immunohistochemistry, and RNA-seq analyses in this study. More precise characterization of immune cell repertoire within tumors can be achieved, although technically challenging, for example, by employing multiplex immunohistochemistry. In this study, we identified three candidate genes, *Il7*, *Serpinb9e,* and *Slpi*, are identified in this study, which appear to contribute to the induction of low-level immune cell infiltration into the NRF2-activated tumors. To substantiate the roles that these genes play, in-depth molecular biology and bioinformatic analyses would be highly informative.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Masayuki Yamamoto ().

### Materials availability

All unique reagents generated in this study are available from the lead contact.

### Data and code availability

• The data of RNA-seq generated during this study have been deposited in GSE299332.
• This article does not report original code.
• Any additional information required to reanalyze the data reported in this article is available from the lead contact upon request.

## Acknowledgments

This work was supported in part by 10.13039/501100001700MEXT/10.13039/501100001691JSPS KAKENHI (19H05649, 21H05270 and 22K19450 to M.Y., and 22K06876 and 25K02449 to T.S.), the Research Support Project for Life Science and Drug Discovery (Basis for Supporting Innovative Drug Discovery and Life Science Research (BINDS)) from 10.13039/100009619AMED (JP23ama121038 to M.Y.), the Takeda Science Foundation, the Foundation of Promotion of Cancer Research, the Gonryo Medical Foundation, the Prince Takamatsu Cancer Research Fund, the 10.13039/100007434Suzuken Memorial Foundation, the 10.13039/501100007533Kobayashi Foundation for Cancer Research, and the 10.13039/501100008673Yasuda Medical Foundation (to T.S.). This work was supported by JST, the 10.13039/501100025020Establishment of University Fellowships towards the Creation of Science Technology Innovation, Grant Number JPMJFS2102. We thank Fumiki Katsuoka and Keiko Tateno for performing RNA-sequence analyses. We also thank Ikuo Hirano and the Biomedical Research Core of Tohoku University Graduate School of Medicine for technical support.

## Author contributions

H.W., T.S., and M.Y. designed the research and analyzed the data. H.W., A.Z., M.S., M.M., Yuka.T., and Yushi.T. conducted the experiments. H.W., T.S., and M.Y. wrote the article.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD3 for flow cytometry	Biolegend	Cat#100312; RRID:AB_312677
Anti-CD8 for flow cytometry	eBioscience	Cat#11-0081-85; RRID:AB_464916
Anti-CD4 for flow cytometry	BD Bioscience	Cat#561099; RRID:AB_394461
Anti-CD11b for flow cytometry	Biolegend	Cat#101236; RRID:AB_11203704
Anti-F4/80 for flow cytometry	Biolegend	Cat#123117; RRID:AB_893489
Anti-F4/80 for flow cytometry	Biolegend	Cat#123108; RRID:AB_893502
Anti-CD80 for flow cytometry	Biolegend	Cat#104713; RRID:AB_313134
Anti-CD11c for flow cytometry	Biolegend	Cat#117318; RRID:AB_493568
Anti-MHC II for flow cytometry	eBioscience	Cat#17-5321-81; RRID:AB_469454
Anti-CD45 for flow cytometry	BD Bioscience	Cat#559864; RRID:AB_398672
Anti-NK1.1 for flow cytometry	BD Bioscience	Cat#552878; RRID:AB_394507
Anti-B220 for flow cytometry	BD Bioscience	Cat#553088; RRID:AB_394618
Anti-CD206 for flow cytometry	Biolegend	Cat#141703; RRID:AB_10901166
Anti-Ly6G for flow cytometry	Biolegend	Cat#127613; RRID:AB_1877163
Anti-Ly6C for flow cytometry	BD Bioscience	Cat#553104; RRID:AB_394628
Anti-CD16/32 for flow cytometry	Biolegend	Cat#101320; RRID:AB_1574975
Anti-NQO1 for IHC/Western blotting	Abcam	Cat#ab2346; RRID:AB_302995
Anti-CD45 for IHC	Abcam	Cat#ab10558; RRID:AB_442810
Anti-CD3 for IHC	Abcam	Cat#ab16669; RRID:AB_443425
Anti-B220 for IHC	eBioscience	Cat#13-0452-81, RRID:AB_466448
Anti-Myeloperoxidase (MPO) for IHC	Abcam	Cat# ab208670, RRID:AB_2864724
Anti-NK1.1 for IHC	CST	Cat#39197, RRID:AB_2892989
Anti-F4/80 for IHC	Abcam	Cat#ab300421, RRID:AB_2936298
Anti-CD11b for IHC	Abcam	Cat#ab133357, RRID:AB_2650514
Biotin-conjugated goat anti-rabbit IgG	Proteintech	Cat#SA00004-2, RRID:AB_2890944
Anti-goat IgG/biotinylated	Dako	Cat#E0466; RRID:AB_3676677
Streptavidin/HRP	Dako	Cat#P0397
EnVision+ Dual Link System-HRP	Dako	Cat#K4061
Mouse SLPI DuoSet ELISA	R&D systems	Cat#DY1735-05
Mouse IFN-gamma Quantikine ELISA Kit	R&D systems	Cat#MIF00-1
Mouse IL-7 Quantikine ELISA Kit	R&D systems	Cat#M7000
Anti-KEAP1 for Western blotting	Watai et al.^56^	N/A
Anti-NRF2 for Western blotting	Cell Signaling Technology	Cat#D1Z9C; RRID:AB_2715528
Anti-α-TUBULIN	Sigma-Aldrich	Cat#T9026; RRID:AB_477593

**Chemicals, peptides, and recombinant proteins**		

Mildform 10N	FUJIFILM Wako	Cat#131-10317
Hydrogen peroxide	Nacalai Tesque	Cat#18411-25
Sodium citrate buffer (pH 6.0)	LSI Medience	Cat#RM102-C
Tris-Buffered Saline (TBS) Tablets, pH 7.6	Takara	Cat#T9141
RPMI 1640 medium	Nacalai	Cat#30264-56
Fetal bovine serum	Nichirei	Cat#S175012
Penicillin-streptomycin	Thermo	Cat#15140122

**Critical commercial assays**		

Lipofectamine 2000	Invitrogen	REF#11668-019
Sepasol-RNA I Super G	Nacalai Tesque	Cat#09379-97
ReverTra Ace qPCR RT Master Mix with gDNA Remover	Toyobo	Cat#FSQ-301
THUNDERBIRD Probe qPCR Mix	Toyobo	Cat#QPS-101
Tumor Dissociation Kit, mouse	Miltenyi Biotec	Cat#130-096-730
Debris Removal Solution	Miltenyi Biotec	Cat#130-109-398
RNA screen tape	Agilent	Cat#5067-5576
RNA screen tape Sample buffer	Agilent	Cat#5067-5577
MGIEasy rRNA Depletion Kit	MGI	Cat#1000005953
MGIEasy RNA Directional Library Prep Set	MGI	Cat#1000006386
DNBSEQ-G400RS High-Throughput Sequencing Set	MGI	Cat#1000016995
Protein Block Serum-Free	Dako	Cat#X0909
SignalStain DAB Substrate Kit	Cell Signaling Technology	Cat#8059S
Puromycin dihydrochloride	Invitrogen	Cat#A1113803

**Deposited data**		

RNA-seq data	This paper	GSE299332

**Experimental models: Cell lines**		

3LL cell line WT	Sato et al.^57^	NA
3LL cell line KEAP1-KO	This paper	NA
3LL cell line KEAP1-NRF2-DKO	This paper	NA

**Experimental models: Organisms/strains**		

Albino C57BL/6 male mice (B6N-Tyrc-Brd/BrdCrCrl)	The Jackson Laboratory	https://www.jax.or.jp/

**Oligonucleotides**		

See Table S1 for primers used for RT-qPCR	This paper	N/A
guide RNAs targeting exon 2 of *Keap1* gene F: 5′-TGTGTCCTGCACGTGATGAA-3’; R: 5′-TTCATCACGTGCAGGACACA-3′	This paper	N/A
guide RNAs targeting exon 5 of *Nrf2* gene F: 5′-TTACTCATCGATCTCCTCGC-3′ R: 5′-GCGAGGAGATCGATGAGTAA-3′	This paper	N/A

**Recombinant DNA**		

pSpCas9(BB)-2A-Puro (PX459) V2.0 vector	Addgene	#62988

**Software and algorithms**		

Galaxy platform	Jalili et al.^58^	https://usegalaxy.org
Salmon quant script (Galaxy)	Patro et al.^59^	https://usegalaxy.org
iDEP	Ge et al.^60^	http://bioinformatics.sdstate.edu/idep96/
GENCODE database	Frankish et al.^61^	https://www.gencodegenes.org
FACSVerse	BD Biosciences	https://www.bdbiosciences.com/
FlowJo software	BD Biosciences	https://www.flowjo.com/

### Experimental model and study participant details

#### Cells

The murine 3LL cell line^57^ was obtained from the Institute of Development, Aging and Cancer, Tohoku University and cultured in RPMI 1640 supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin at 37°C in a humidified incubator with 5% CO_2_. The cells were routinely tested for mycoplasma contamination. To establish genetically modified 3LL cell lines, CRISPR-Cas9-mediated genome editing was performed.^62^ Single guide RNAs targeting exon 2 of *Keap1* (F:5′-TGTGTCCTGCACGTGATGAA-3’; R: 5′-TTCATCACGTGCAGGACACA-3′) and exon 5 of *Nrf2* (F:5′-TTACTCATCGATCTCCTCGC-3’; R: 5′-GCGAGGAGATCGATGAGTAA-3′) were cloned into the pSpCas9(BB)-2A-Puro (PX459) V2.0 vector. These constructs were transfected into 3LL cells using Lipofectamine 2000 (Invitrogen) following the manufacturer’s instructions. After 48 h, cells were treated with puromycin for 48 h to enrich successfully transfected cells for positive selection. The surviving cells were cultured for an additional 48 h before being plated at single-cell densities into individual wells of 96-well plates.

#### Animals

Suspensions of WT or KEAP KO 3LL cells (2×10^6^ cells in 100 μL PBS) were injected subcutaneously into the left or right flank of 6-week-old albino C57BL/6 male mice, which made visualization of tumors readily. Syngeneic transplantation was performed using only male mice, as the 3LL cell line was derived from male mice. Tumor growth was monitored by measuring size by calipers every two days. Tumor volumes were calculated using the formula: V (mm^3^) = L × W^2^/2, where L is tumor length and W is tumor width. The allografts were allowed to grow for 10 days, after which the tumors were removed and rapidly frozen in liquid nitrogen. Mice were maintained according to the regulations of The Standards for Human Care and Use of Laboratory Animals of Tohoku University. All animal experiments were executed with the approval of the Tohoku University Animal Care Committee (ethical committee reference number 2024#001 and 2024#009).

### Method details

#### Western blotting

Whole-cell extracts were prepared in a sample buffer containing 20% glycerol, 4% SDS, 0.1-M Tris-HCl [pH 6.8], 12% 2-mercaptoethanol and bromophenol blue. After heat denaturation, the protein samples were subjected to SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and electro-transferred to PVDF membranes. Specific protein signals were detected by anti-KEAP1^56^ (1:200 dilution), anti-NRF2 (D1Z9C, Cell Signaling Technology; 1:1000 dilution), anti-NQO1 (ab2346, Abcam; 1:1000 dilution) or anti-α-TUBULIN (T9026, Sigma-Aldrich; 1:1000 dilution) and the corresponding secondary antibodies.

#### Gene expression analysis

Total RNA was extracted from cancer cells *in culture* or tumor tissues *in vivo* using Sepasol-RNA I Super G (09379-97; Nacalai Tesque). The RNA concentration was measured using a NanoPhotometer NP80 (Implen). RNA was reverse transcribed into cDNAs using ReverTra Ace qPCR RT Master Mix with gDNA Remover (FSQ-301; Toyobo) according to the manufacturer’s instructions. The resulting cDNA was used as a template for quantitative reverse transcription PCR (RT-qPCR) using a THUNDERBIRD Probe qPCR Mix (QPS-101; Toyobo) with a QuantStudio 6 Flex (Life Technologies).^63^ The *Hprt* gene was used as an internal control. The primer and probe sequence for RT-qPCR are listed in Table S1.

#### Flow cytometry

Tumors were harvested from mice transplanted with WT 3LL cells, KEAP1-KO 3LL cells or DKO 3LL cells. Tumor cells were isolated using Tumor Dissociation Kit mouse (Miltenyi Biotec), following the protocol provided by the manufacturer. Red blood cells (RBC) were removed using RBC Lysis buffer (0.015 M NH_4_Cl, 1 mM KHCO_3_ and 10 μM EDTA-2Na). Debris was removed using Debris removal solution (Miltenyi Biotec). Propidium iodide (1 μg/mL) was used to remove dead cells. Analyses and cell sorting were performed using FACSVerse (BD Biosciences). Data were analyzed using FlowJo software (BD Biosciences). Antibodies used for flow cytometric analyses are described in STAR Methods key resources table.

#### RNA-sequence analysis

Total RNA was extracted from cancer cells or tumor tissues using the Sepasol-RNA I Super G. RNA quantity and purity were assessed using NanoPhotometer NP80 (Implen). RNA integrity (RIN) was assessed using TapeStation (Agilent). rRNA fraction was removed using an MGIEasy rRNA depletion kit (1000005953; MGI). Double-stranded DNA (dsDNA) libraries were created from the rRNA-depleted eluate using an MGIEasy RNA directional library prep kit (1000006386; MGI). The libraries were sequenced on a DNBSEQ-G400RS (MGI) system with a DNBSEQ-G400RS high-throughput sequencing kit V1.0 (1000016995; MGI) to obtain 150 paired-end reads. The sequencing data were processed on the Galaxy server (https://usegalaxy.org).^58^ 

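The deposited values are on another scale than TPM. After the logarithm is undone, a library sums to between 4539727.8 and 6992724.5. The rows of the table are sorted by their standard deviation, and between 13.9% and 23.5% of them are at the floor in a library.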

Transcript per million (TPM) normalized read counts were generated using Salmon quant script (Galaxy version 1.5.1+galaxy0)^59^ with mouse reference transcript sequences (version 35) downloaded from GENCODE database (https://www.gencodegenes.org).^61^ The PCA and differential gene expression analysis were conducted on the iDEP platform (http://bioinformatics.sdstate.edu/idep/).^60^

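The limma fit that gives the counts of changed genes at the claims was made on the deposited values, since they are already on a log scale. Within groups, the values of replicate libraries had Pearson correlations between 0.920 and 0.942 across rows, and no 2 libraries were identical. The 20 rows with the highest values took between 13.4% and 18.5% of the normalized counts of a library.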

#### Histological analysis

For HE staining, tumor tissues were fixed with Mildform 10N (131–10317; FUJIFILM Wako). The fixed tissues were embedded in paraffin, sliced into 4-μm-thick sections, and stained with HE. For immunohistochemistry, paraffin sections were rehydrated, autoclaved in 10 mmol/L sodium citrate buffer (pH 6.0) for antigen retrieval, treated with 3% H_2_O_2_, blocked with Protein Block Serum-free (X0909; Dako), and sequentially incubated with primary antibodies using anti-NQO1 (ab2346, Abcam; 1:500 dilution), anti-CD45 (ab10558, Abcam; 1:1000 dilution), anti-CD3 (ab16669, Abcam; 1:100 dilution), anti-MPO (ab208670, Abcam; 1:1,000 dilution), anti-F4/80 (ab300421, Abcam; 1/5,000), anti-CD11b (ab133357, Abcam; 1/4,000) and anti-B220 (13-0452-81, eBioscience; 1:400 dilution) for 16 h at 4°C. For NK1.1 immunohistochemistry, paraffin sections were rehydrated, autoclaved in 1 mM EDTA-2Na, 10 mM Tris-HCl buffer (pH 9.0) for antigen retrieval, treated with 3% H_2_O_2_, blocked with Protein Block Serum-free (X0909; Dako), and sequentially incubated with primary antibodies using anti-NK1.1/CD161 (39197, Cell Signaling Technology; 1:300 dilution) for 16 h at 4°C. For unconjugated primary antibodies, the corresponding secondary antibodies were used.

#### ELISA

WT 3LL cells, KEAP1-KO 3LL cells or DKO 3LL cells (1 x 10^5^ cells/mL) were cultured for 2 days in a 6-well plate using RPMI medium plus 10% fetal bovine serum. An aliquot of the cell culture supernatant was removed and assayed for measurement of interferon gamma (MIF00; R&D), IL-7 (M7000; R&D) and SLPI (DY1735-05; R&D) following the manufacturer’s procedures.

### Quantification and statistical analysis

Statistical significance was evaluated by Paired t-test, Mann-Whitney U test, or One-Way ANOVA followed by Tukey’s HSD test. *p* < 0.05 was considered statistically significant; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.005.

# Supplementary material for: NRF2 activation in cancer cells suppresses immune infiltration into the tumor microenvironment
**Source:** iScience. 2025 Sep 6;28(10):113519. doi: 10.1016/j.isci.2025.113519
**Supplement:** Document S1. Figures S1–S8 and Table S1

## **Supplemental information**

### **NRF2 activation in cancer cells suppresses immune infiltration into the tumor microenvironment**

**Huaichun Wen, Takafumi Suzuki, Anqi Zhang, Miu Sato, Mahiro Matsumoto, Yuka Takahashi, Yushi Takahashi, and Masayuki Yamamoto**

## Supplementary Figure Legends

**Supplementary Figure 1.** Generation of KEAP1-deleted 3LL cell lines. **(A)** Sequencing analysis of KEAP1-KO 3LL cancer cell line. CGG (shown in blue) and underline indicate PAM (protospacer adjacent motif) sequence and guide RNA sequence, respectively. Note that 1 bp-insertion resulted in frameshift and premature stop codon. **(B)** Relative mRNA levels of the *Nqo1* and *Gsta4* in WT and KEAP1-KO 3LL cancer cell line (n=4). Mann-Whitney U test.  $P<0.05$  was considered statistically significant; \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.005$ . Data are presented as mean, and dots represent individual samples.

**Supplementary Figure 2.** Gating strategy of flow cytometry analyses to identify leukocytes, NK cells, B cells, myeloid cells, macrophages, neutrophils and DCs in tumor tissues. After removing debris, live singlet cells were used for analysis.

**Supplementary Figure 3.** Percentage of M-MDSCs, PMN-MDSCs, M2 macrophages,  $T_{reg}$ ,  $CD3^+$ T cells,  $CD4^+$  T cells and  $CD8^+$  T cells that infiltrated in the WT and KEAP1-KO tumors (n=4, each). Paired t-test.  $P<0.05$  was considered statistically significant; \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.005$ . N.D. not detected. Data are presented as mean, and dots represent individual tumors.

**Supplementary Figure 4.** Gating strategy of flow cytometry analyses to identify myeloid cells, M-MDSCs, PMN-MDSCs, neutrophils, B cells, NK cells and  $CD3^+$ T cells in the peripheral blood from NC, WT and KEAP1-KO tumor-bearing mice.

**Supplementary Figure 5.** Generation of KEAP1-NRF2-DKO 3LL cell lines. **(A)** Scheme for generation of KEAP1-NRF2-DKO 3LL cell lines. PX459 vector expressing *sgNrf2* was transfected to KEAP1-KO 3LL cancer cells. KEAP1-NRF2-DKO 3LL cancer cell lines were established by cloning from a single colony. **(B)** Sequencing analysis of *Nrf2* gene locus in KEAP1-NRF2-DKO 3LL cell line. TGG (shown in blue) and underline indicate PAM sequence

and guide RNA sequence, respectively. **(C)** Western blot analysis of KEAP1, NRF2 and NQO1 in WT, KEAP1-KO and KEAP1-NRF2-DKO 3LL -cell line. Asterisk indicates non-specific band. **(D, E)** Relative mRNA levels of the *Nqo1* **(D)** and *Gsta4* **(E)** in WT, KEAP1-KO and KEAP1-NRF2-DKO 3LL cell line (n=4). One-way ANOVA test followed by Tukey's HSD test.  $P < 0.05$  was considered statistically significant; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.005$ . Data are presented as mean, and dots represent individual samples.

**Supplementary Figure 6.** Proportional ratios of NK cell, B cell, macrophage, neutrophil, DC and T cell in live cells within the KEAP1-KO and KEAP1-NRF2-DKO tumors.

**Supplementary Figure 7.** Heatmap shows expression of genes encoding immune cell markers in the WT, KEAP1-KO and KEAP1-NRF2-DKO tumors. Colors indicate the log2 FC value relative to the mean expression level of WT 3LL tumors.

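The heatmap's markers differ in how far the table represents them. The T cell markers are all gene rows, but only 2 of the 5 are expressed above the filter, and among the 6 myeloid markers only Cd80 is a gene row. In cultured 3LL cells, Cd8a and 4 of the myeloid markers also pass the filter, so their values in tumors can include RNA of the cancer cells. Cd68, for example, was higher in KEAP1-KO than in WT cells by 2.38 (adjusted p = 1.8e-05, limma).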

**Supplementary Figure 8.** Expression of genes encoding MHC molecules in the WT, KEAP1-KO and KEAP1-NRF2-DKO tumors and cultured 3LL cells. **(A)** Heatmap shows expression of genes encoding MHC molecules in the WT, KEAP1-KO and KEAP1-NRF2-DKO tumors. Colors indicate the log2 FC value relative to the mean expression level of WT 3LL tumors. **(B)** Heatmap shows expression of genes encoding MHC molecules in the WT, KEAP1-KO and KEAP1-NRF2-DKO 3LL cancer cells. Colors indicate the log2 FC value relative to the mean expression level of WT 3LL cancer cells.

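In Experiment B, the heatmap's MHC genes were all higher in DKO than in KEAP1-KO tumors. Over all rows tested 7 of the 11 class I genes were called, or 9 adjusted over the list alone, and 3 genes of the second block were called either way. H2-Ab1 rose from 5.74 ± 0.29 (SD, n = 4) to 7.20 ± 0.24 (n = 4), a difference of 1.46 (adjusted p = 7.2e-05, limma). H2-Eb1, a transcript subject to nonsense-mediated decay, rested on single tumors. Its difference of 0.08 became 0.99 without replicate 1 of the DKO tumors and -0.28 without replicate 2. Without replicate 3 of the DKO tumors, 6 of the MHC genes were called in place of 10.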

## Supplementary Figure 1 (Related to Figure 1)

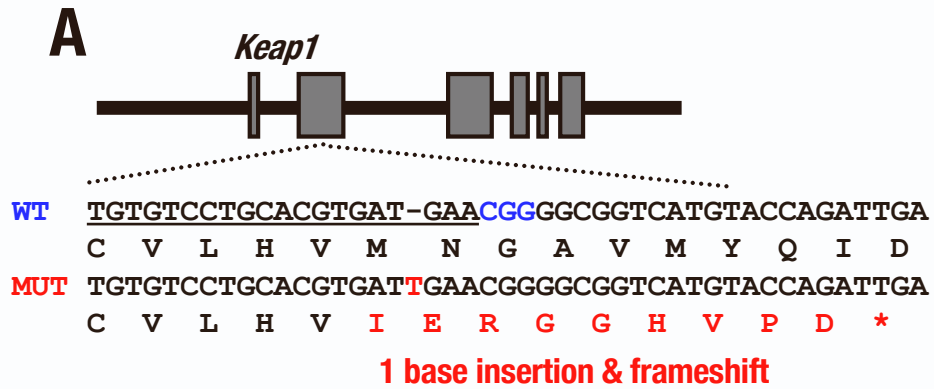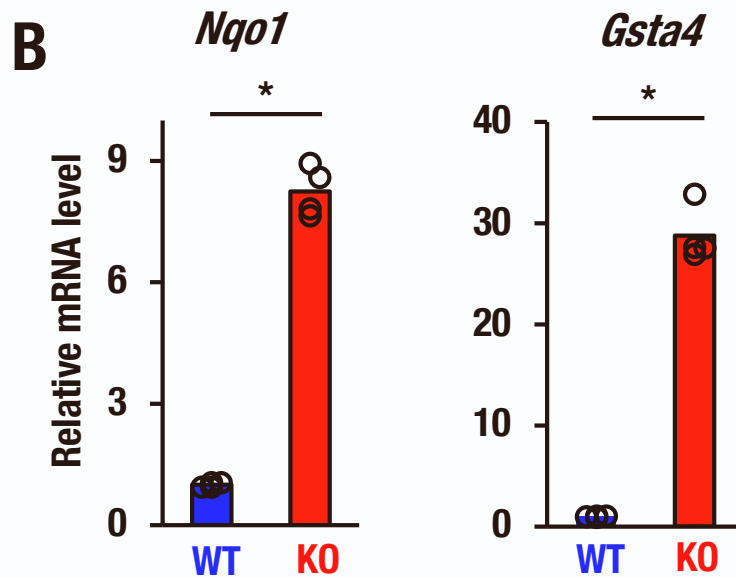

# Supplementary Figure 2 (Related to Figure 1)

## Tumor gating strategy

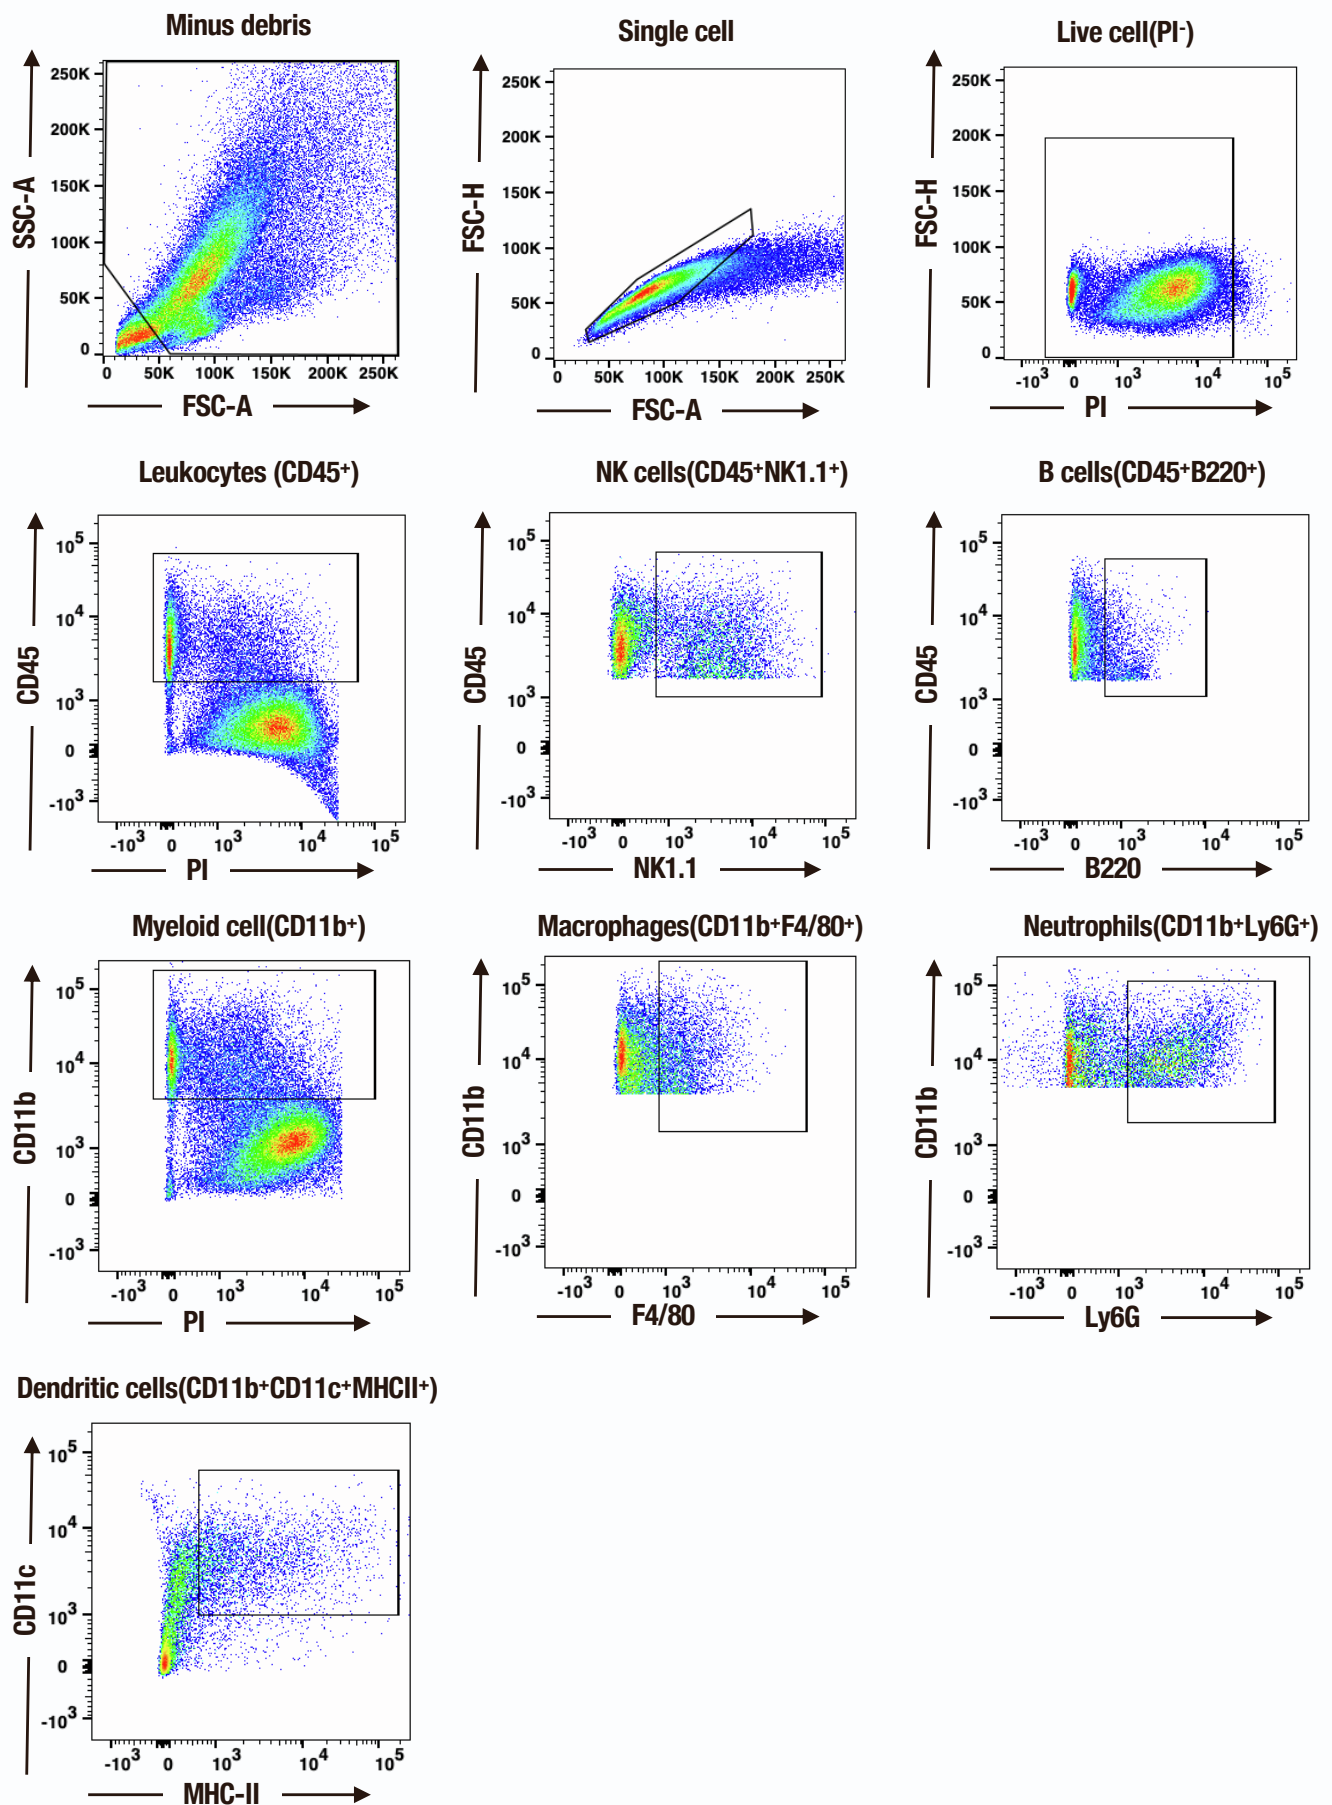

Supplementary Figure 3 (Related to Figure 1)

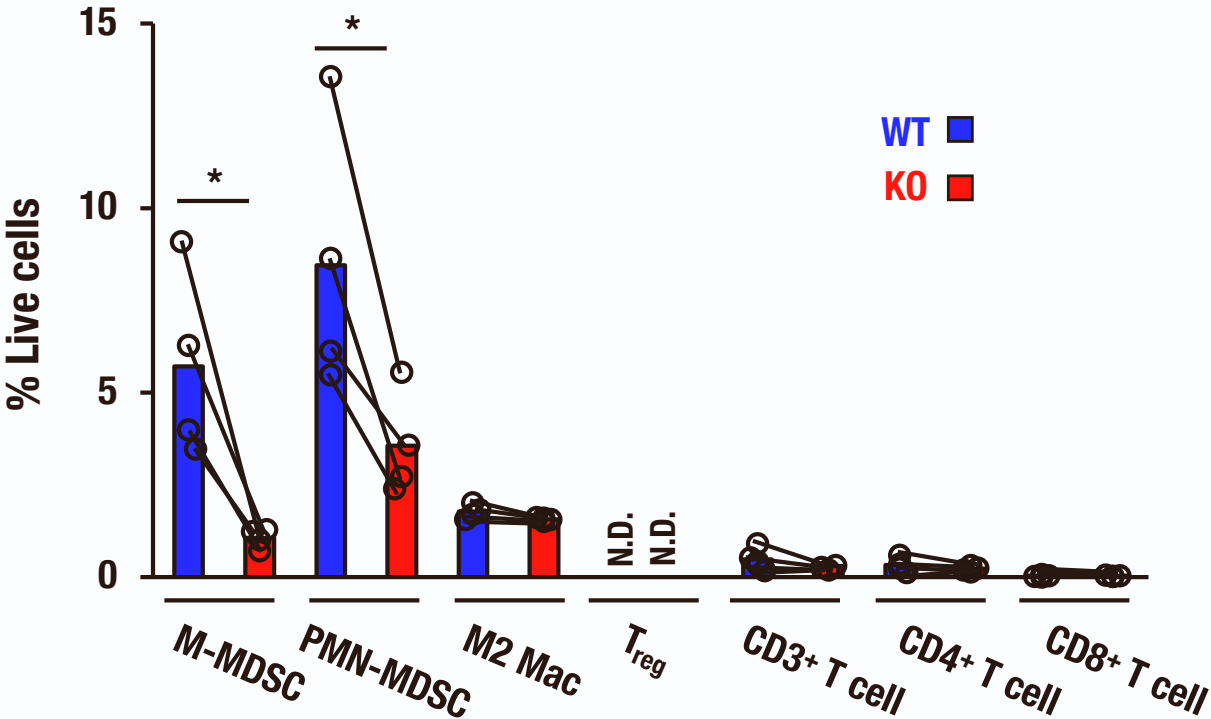

# Supplementary Figure 4 (Related to Figure 4)

## Blood gating strategy

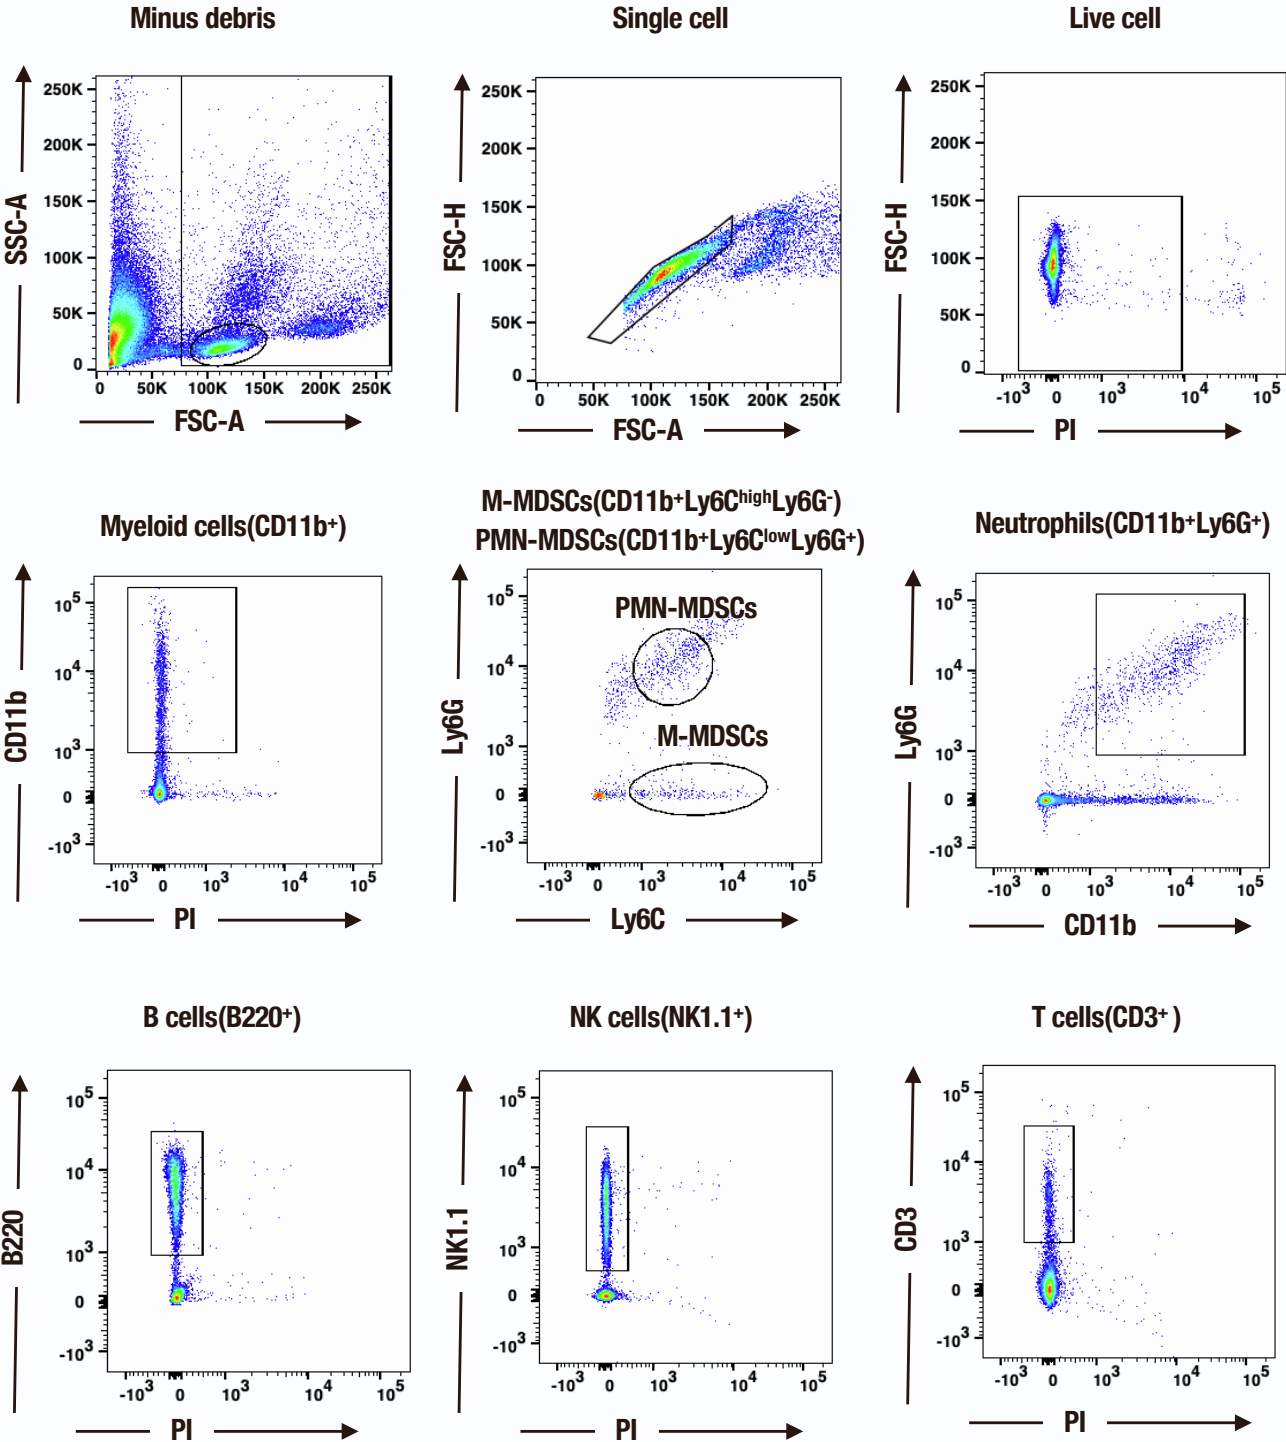

# Supplementary Figure 5 (Related to Figure 5)

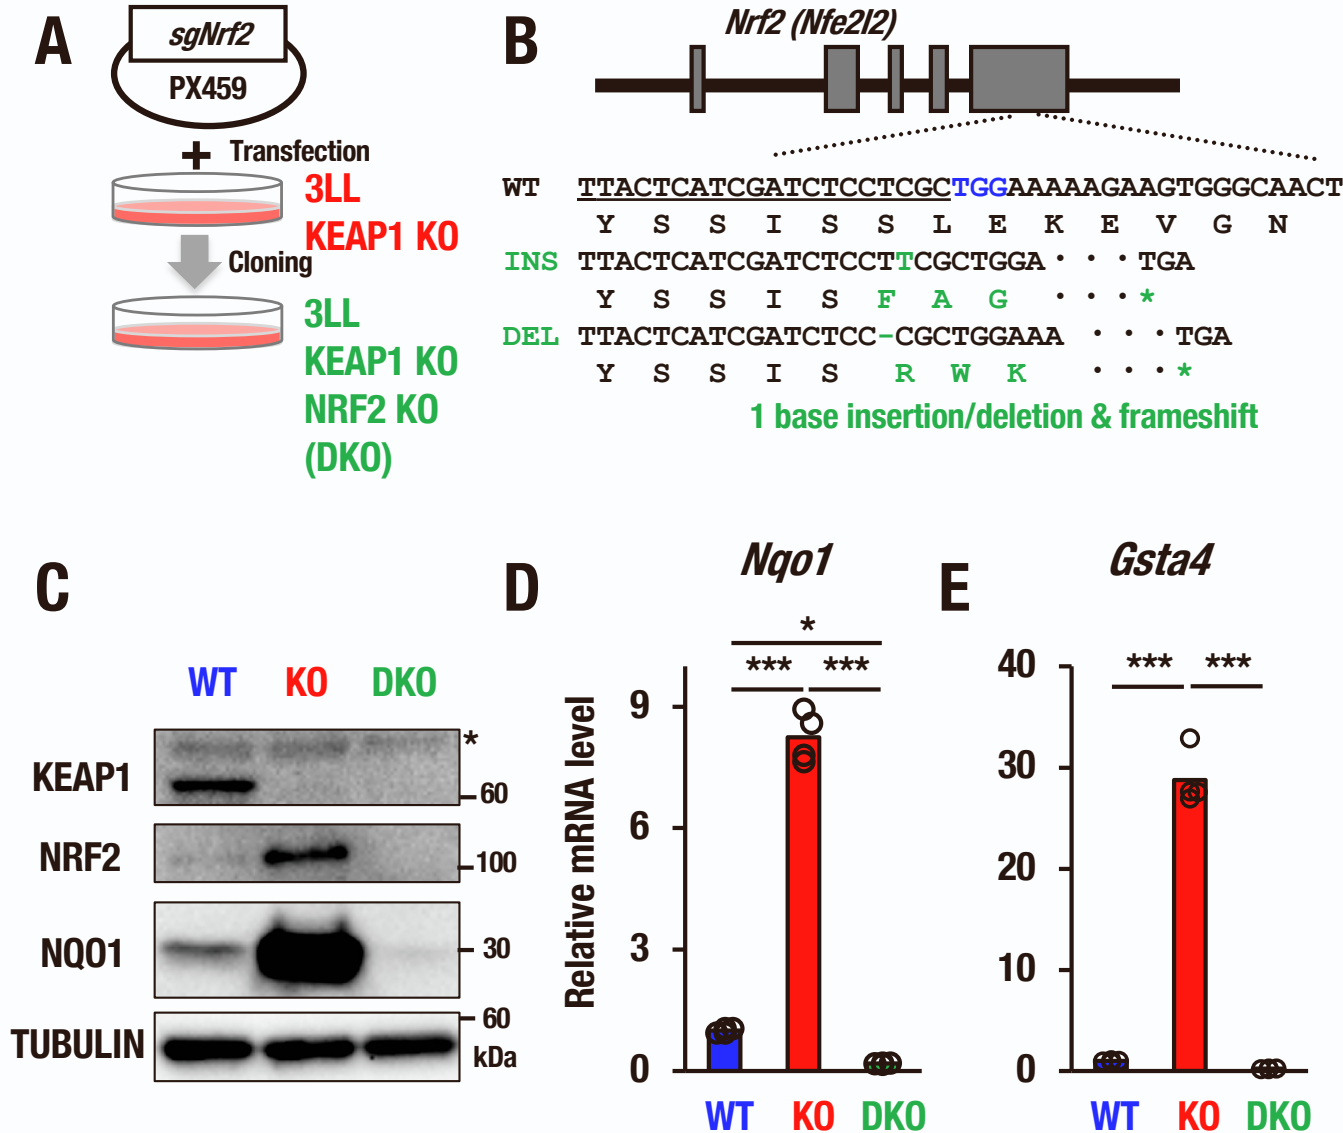

# Supplementary Figure 6 (Related to Figure 5)

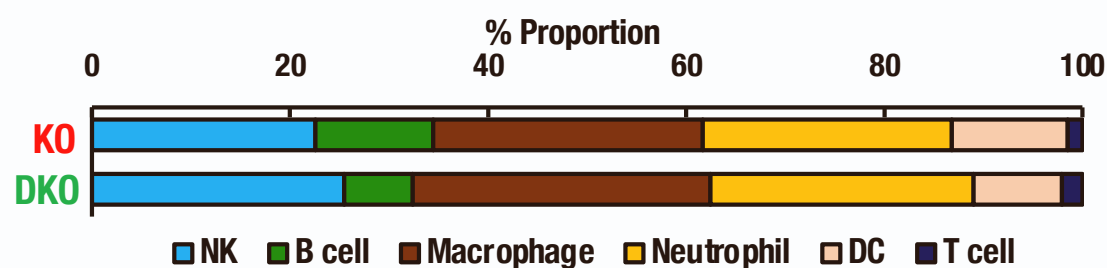

# Supplementary Figure 7 (Related to Figure 6)

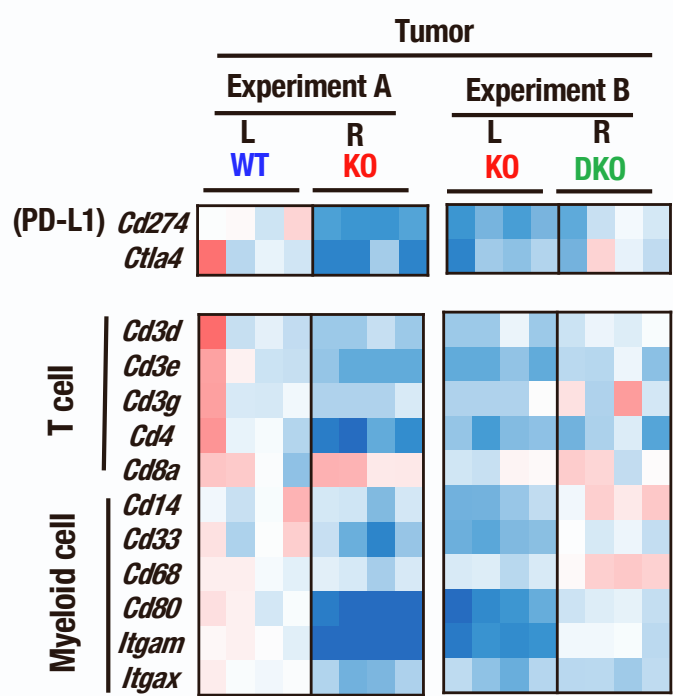

# Supplementary Figure 8 (Related to Figure 6)

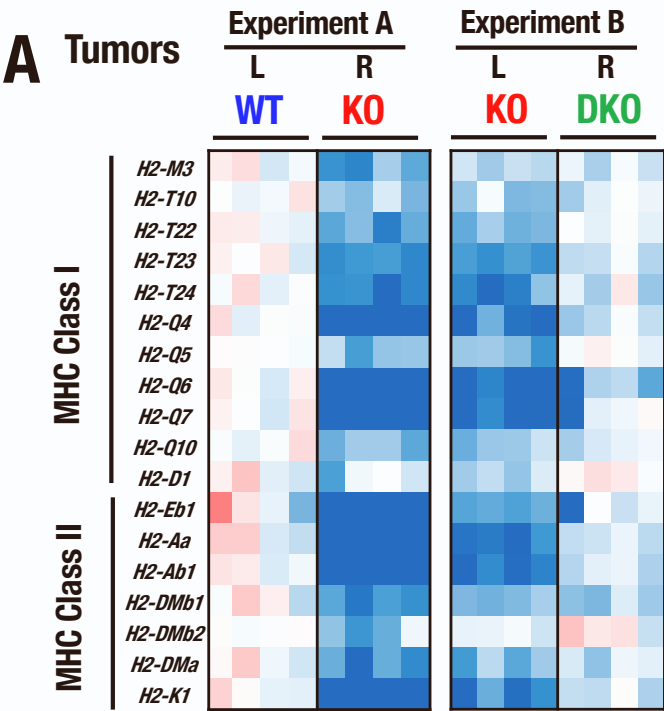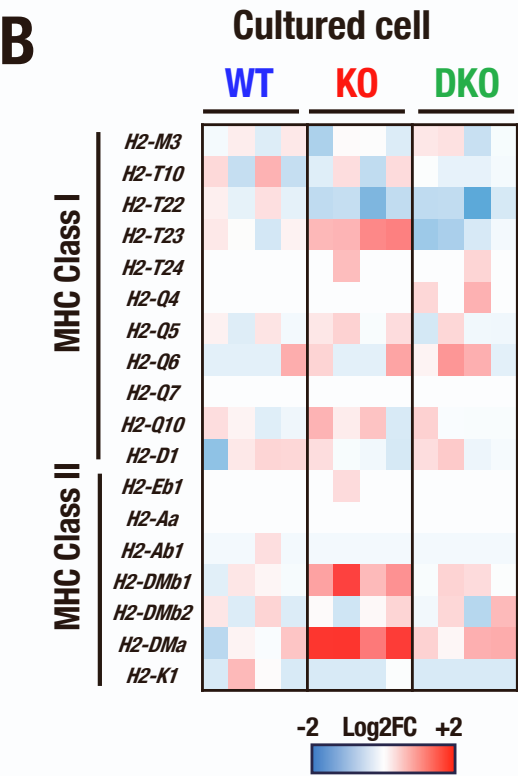

Supplementary Table 1

Primers and probes used for RT-qPCR

| Gene    | Sequence                     |
|---------|------------------------------|
| HPRT-F  | CTGGTGAAAAGGACCTCTCG         |
| HPRT-R  | TGAAGTACTCATTATAGTCAAGGG     |
| HPRT-P  | ATCCAACAAAGTCTGGCCTGTATCCAAC |
| NQO1-F  | AGCTGGAAGCTGCAGACCTG         |
| NQO1-R  | CCTTTCAGAATGGCTGGCA          |
| NQO1-P  | ATTTCAGTTCCATTGCAGTGGTTTGGG  |
| GSTA4-F | GGGAACAGTATGAGAAGAAGATGCAAAA |
| GSTA4-R | CCCATCGATTTCAACCAAGG         |
| GSTA4-P | TGCACACCTGCTTTTCGGCCAAG      |

How the deposited data were processed for this re-analysis (not part of the article)

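RNA-seq values of 28 libraries were used: 16 tumors (4 WT and 4 KEAP1-KO tumors of Experiment A, 4 KEAP1-KO and 4 DKO tumors of Experiment B) and 12 libraries of cultured 3LL cells (4 WT, 4 KEAP1-KO and 4 DKO). Groups and replicate numbers were taken from the sample titles and the figures, and flanks from the paper. The labels' extraction protocol names mouse liver, which conflicts with the titles and the paper, and the paper's description was used. No other columns of values were in the table (0).

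According to the paper, the authors removed ribosomal RNA, prepared strand-specific libraries, quantified the reads with Salmon against GENCODE mouse transcripts and used iDEP for principal components and differential expression. The values that the authors deposited are on a log2 scale, log2(normalized count + 4), as read from the values themselves: the lowest is exactly 2 in each library, and undoing the transform gives whole reads divided by 1 factor per library for 100% of the low values checked. The paper's methods speak of TPM, and the design assumed TPM. That assumption did not hold, so the planned limma test was run on the deposited log2 values, with equivalents of the TPM settings: at least 5 normalized counts in at least 4 libraries of the fit in place of a TPM of 1, and a pseudocount of 4 as deposited. No count model was run, because the column itself is on a log scale. The filter and the transform that made the table are not described in the paper's text.

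The reads recovered from the listed rows were between 4222379 and 7524285 per library, with a median of 5619797. Reads of transcripts that are not listed are missing from these totals. Between 13.9% and 23.5% of the rows were at 0 counts in a library. Differences between genes near the floor of 2 are therefore understated and often not detectable. Of the 43143 rows, 34021 are transcripts and 9122 genes, and 96.95% of the transcripts were found in GENCODE vM21, the annotation used here for names and for matching transcripts to genes. Its build may differ from the authors', so no coordinates are given. Among the transcript rows with a symbol, 4187 (41.5%) are retained introns and 1821 are protein coding. Retained introns and other transcripts without a complete coding sequence can follow unspliced RNA. The row of a named gene is stated wherever it is not a gene row.

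Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with all groups of tumors or of cells in 1 fit, Benjamini-Hochberg adjustment over the rows tested and a threshold of 0.05. Overlaps of the cell comparisons used the thresholds of Figures 6H and 6K (unadjusted p under 0.01, log2 difference over 2). Gene sets were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, on the gene lists and on the Reactome mouse sets of fgsea 1.28.0 with 10 to 500 rows. The hallmark sets of the paper were not used here. Of the rows with a symbol, 15730 were matched to a gene of these sets. Camera compared each set with all rows tested, with or without a symbol. Mean scores of lists and principal component scores were compared by two-sided exact permutation tests, whose smallest p with 4 against 4 libraries is 0.0286. The tests were tried on simulated data first: with 200 changed rows, 70.5% were recovered among 34215 rows of the tumors and 75.5% among 29744 rows of the cells. The changed rows were drawn only from those with a mean log2 value above 4, so recovery nearer the floor is not known.

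Genes are named by a rule set in advance: every gene that the paper names in its text or in Figures 6A, 6G, 6I, S7 and S8 and that the table lists, Keap1, Nfe2l2 and Ptprc, the genes of a reported list, and the 3 highest and 3 lowest log2 differences of each comparison of adjacent genotypes among called rows whose groups do not overlap. The lists are the NRF2 targets, inflammatory, interferon, candidate, checkpoint, T cell, myeloid and MHC genes of the paper's figures, the edited genes, and lists of markers of leukocytes, macrophages, neutrophils, NK cells, B cells, dendritic cells, endothelium, fibroblasts, skeletal muscle, adipocytes, keratinocytes and red blood cells, of proliferation genes and of leukocyte attractants and growth factors.

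The alternatives were another pseudocount (0.4), no filter, a filter on the mean (25), quantile normalization, median centring, rescaling without the 20 highest rows, only the 2 groups compared in the fit, no trend, the replicate number as a block, each library left out in turn, other thresholds, other scalings of the principal components and other set tests. Those added after the data were seen are the use of rows with a symbol only, the sum of the rows of each gene, and reads drawn down to 1 depth. Flow cytometry, histology, RT-qPCR and ELISA of the paper were not analysed here.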

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

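The tests of explanations in this part were chosen after the results were seen, and the counts over other splits of the libraries were set beforehand.

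Single libraries that stood far from the other 3 of their group were looked for in 488 groups of values with Dixon's test. It picked out 32, against 24.4 that chance gives: 27 of 318 groups of single genes (15.9 by chance), 5 of 155 list scores (7.75 by chance), and 0 of 8 principal component scores and 0 of 7 totals. The total is near what chance gives, but the single genes exceed it. For some of them the other 3 libraries were all at the floor of 2, where any value above the floor stands apart in this test. No biological explanation was tested for these libraries. Values are log2(normalized count + 4), with the other 3 libraries in brackets.

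In WT tumors, Serpinb9e was 2.54 in replicate 3 (2 in the others), the glutathione genes averaged 8.45 in replicate 4 (7.98 to 8.06) and the macrophage markers 8.02 in replicate 4 (8.45 to 8.54). In KEAP1-KO tumors of Experiment A, Ccl22 was 2 in replicate 4 (2.57 to 2.66), Oas2 3.6 in replicate 2 (4.21 to 4.29), and in replicate 3 Ctla4 was 2.98 and H2-Eb1 3.77 (2 in the others). In KEAP1-KO tumors of Experiment B, Prdx1 was 12.18 in replicate 1 (12.64 to 12.68), Gclm 7.74 in replicate 2 (7.27 to 7.34), Keap1 7.30 in replicate 3 (7.50 to 7.52), and in replicate 4 Ifit3 was 4.22 (3.17 to 3.33) and Irf7 4.54 (4.97 to 5.04). In DKO tumors, replicate 1 had Gsta1 at 2.63 (2), H2-Q7 at 2.35 (4.12 to 4.40), H2-Eb1 at 2 (5.39 to 5.82) and the adipocyte markers at 3.42 (4.11 to 4.20), Cxcl10 was 7.72 in replicate 3 (6.29 to 6.45) and Il7 2.89 in replicate 4 (3.73 to 3.79).

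In cultured WT cells, Prdx6 was 9.53 in replicate 2 (9.87 to 9.91), and in replicate 1 Srxn1 was 10.97 (10.82 to 10.83), Gsta1 3.10 (2), Gstm2 7.33 (7.46 to 7.48) and H2-D1 3.44 (4.48 to 4.62). In KEAP1-KO cells, replicate 1 had Gstm2 at 9.61 (9.76 to 9.77), the glutathione genes at 10.22 (10.40 to 10.41) and the leukocyte attractants at 5.02 (5.16 to 5.18), and replicate 3 had H2-T22 at 3.94 (4.44 to 4.48) and H2-DMa at 4.45 (4.91 to 4.96). In DKO cells, Gsta1 was 2.34 in replicate 3 (2), Gstp1 6.90 in replicate 2 (7.97 to 8.03), H2-Q10 4.14 in replicate 1 (3.74 to 3.75) and Keap1 7.47 in replicate 3 (7.30 to 7.31). H2-Eb1 in replicate 1 of the DKO tumors has the largest of these gaps. The H2 genes are paralogs whose reads may be divided differently between rows in different libraries. This was not tested gene by gene, and without that replicate the change of H2-Eb1 between DKO and KEAP1-KO tumors was 0.99 in place of 0.08.

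The measured change with KEAP1 deletion differed between tumors and cultured cells for many listed genes. Of 159 listed genes tested for an interaction in 1 limma fit of the 28 libraries, 101 were called adjusted over the list alone and 87 over all 37246 rows. Of 100 regroupings of the libraries within tumors and within cells, drawn with a fixed seed and including the real one, 2 gave as many, and the largest other count was 105. Many of the listed genes are markers of immune cells, which culture does not hold. A lower share of such cells in the tumors gives an interaction by itself. The count is therefore no evidence that KEAP1 deletion acts differently within the cancer cells. For 8 genes the effects were called with opposite signs, lower in KEAP1-KO tumors and higher in KEAP1-KO cells. The interactions were -3.28 for Ccl7 (-2.70 in tumors, 0.58 in cells), -2.52 for Cd274 (-1.36, 1.16), -2.77 for Cd68 (-0.38, 2.38), -2.42 for Cxcr2 (-1.43, 0.98), -2.89 for H2-DMa (-1.50, 1.39), -2.35 for H2-DMb1 (-1.46, 0.89), -2.24 for H2-T23 (-1.48, 0.76) and -3.48 for Ifih1 (-2.11, 1.37), with adjusted p between 9.0e-11 and 1.7e-05 over all rows (limma). For each of these genes the groups of 4 libraries did not overlap in tumors or in cells, and the call of Cd68 in tumors was lost in 6 of the 8 fits that each left out 1 tumor. The call of H2-DMa in tumors was lost with the rows of its gene summed. Cd68, H2-DMa, H2-DMb1, H2-T23 and Ifih1 are transcript rows.

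A candidate explanation for the opposite signs is that the tumor values add the RNA of other cells, which became fewer in KEAP1-KO tumors, to a rise within the cancer cells. The leukocyte markers fell by 2.09 in KEAP1-KO tumors, and this was not explained by the scaling of the libraries (smallest fall -2.04, with median centring), by depth (-2.08 with the reads of each tumor drawn down to 4222379), or by an equally lower share of all cells other than the cancer cells, because the leukocyte markers fell against the endothelial markers. With the 9 leukocyte and 5 endothelial markers that did not pass the filter in cultured cells, this change was -2.15 (exact permutation test, two-sided, p = 0.0286). A fall of fibroblasts along with the leukocytes stays open, since against the 3 fibroblast markers of this kind the change was -1.37 with overlapping groups (exact permutation test, two-sided, p = 0.0857). The right flank without any effect of genotype cannot explain both experiments. The KEAP1-KO tumors of Experiment A, which were lower, grew on the right. In Experiment B the tumors on the right, which were DKO, were higher by 0.92 (exact permutation test, two-sided, p = 0.0286). Genotype and flank change together, so a flank effect of any size in Experiment A, offset by genotype in Experiment B, stays open. Among KEAP1-KO tumors, the leukocyte score was higher by 0.70 on the left (Experiment B) than on the right (Experiment A) without overlap, but the experiment differs too. A change within the leukocytes themselves was not tested.

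Outside the pathways that the paper discusses, the Reactome pathways Peptide chain elongation and Eukaryotic Translation Termination shared the lowest adjusted p between DKO and KEAP1-KO tumors. Peptide chain elongation had the lower unadjusted p. Its 85 rows had a median log2 difference of -0.47 (camera, adjusted p = 6.7e-30). Averaged per tumor, they fell from 8.95 ± 0.05 (SD, n = 4) to 8.52 ± 0.04 (n = 4), with 79 rows lower (exact permutation test, two-sided, p = 0.0286). KEAP1-KO and WT tumors did not differ detectably (-0.021, exact permutation test, two-sided, p = 0.771). The scaling of the libraries did not remove the fall: it was smallest with quantile normalization (-0.35) and the groups stayed apart under each scaling tried. Whether the cancer cells bring it is open, since in culture the score of DKO cells lay -0.11 from that of KEAP1-KO cells with overlapping groups (exact permutation test, two-sided, p = 0.143), and without the 20 highest rows -0.12 with no overlap (p = 0.0286, the same exact test). The right flank, in which all DKO tumors grew, cannot explain both experiments without an effect of genotype. The KEAP1-KO tumors on the right flank of Experiment A differed from the WT tumors on the left by only -0.021. Corrected for a flank effect as large as the fall in Experiment B, they would lie 0.42 above the WT tumors without overlap (exact permutation test, two-sided, p = 0.0286). A flank effect masked by such an opposite effect of genotype stays open. The KEAP1-KO tumors on the left (Experiment B) and on the right (Experiment A) differed by 0.0074 with overlap, but the experiment differs too. A lower share of the RNA of these genes could also come from a changed mix of cells, which was not tested.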

How the results depend on the processing

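Apart from those named as added, the alternatives below were set before the data were examined. Except where a reason is given, the cause was not tested for any of the changes.

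Most main results stayed the same by a loose rule. A count or a share of variance was taken as the same within 1.5 times of its value, whatever the balance of directions. A difference of principal component scores had to keep its direction and its side of the threshold. By this rule all 35 main results were the same under median centring, quantile normalization and rescaling without the 20 highest rows. Without the trend 26 of 27 were, and without the filter 34 of 35. With 2000 rows in the principal components all 7 were. With the reads drawn down to 1 depth, 52 list scores of the tumors were recomputed, and all kept their direction and call. This alternative was added after the depths were seen. The number of rows called between KEAP1-KO and WT tumors lay between 3514 and 4626 in the fits that each left out 1 library, and that between DKO and KEAP1-KO tumors between 2403 and 2588.

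Requiring an absolute log2 difference of at least 1 lowered the counts of changed rows by construction, to 1976 (KEAP1-KO and WT tumors), 1181 (DKO and KEAP1-KO tumors), 25 (KEAP1-KO tumors of Experiments B and A), 1357 (KEAP1-KO and WT cells), 723 (DKO and KEAP1-KO cells) and 1500 (DKO and WT cells). The comparison of the KEAP1-KO tumors of both experiments was the least stable. Its 56 rows became 28 without a filter, 93 with symbol rows only, 94 with the rows of each gene summed, 6 with only both groups in the fit and 8 without the trend. It lay between 0, without replicate 4 of Experiment B, and 43, without replicate 3 of Experiment A, in the fits that each left out 1 library, beside 2632 rows at an unadjusted p under 0.05.

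Rescaling without the 20 highest rows changed the balance of directions between DKO and KEAP1-KO tumors. Of 3142 rows called, 1941 were higher and 1201 lower (61.8% higher), against 47.7% before. The median difference of all rows moved to 0.071. Between KEAP1-KO and WT tumors, the share of higher rows among those called was 42.8%, and it was 49.8% under quantile normalization and 50.3% under median centring. Directions of small differences in these comparisons therefore depend on the scaling.

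The overlap of rows higher in KEAP1-KO and lower in DKO cells (59, from sets of 183 and 164) was 93 (455 and 316) with a pseudocount of 0.4, which enlarges differences of rows with low counts. It was 33 (96 and 106) with a mean of at least 25, where fewer rows were tested, and 288 (952 and 632) with a threshold of 1. With DKO compared with WT cells it was 2. Over the fits that each left out 1 library it ranged from 38, without replicate 2 of the KEAP1-KO cells, to 62. It was at most 43 without any KEAP1-KO library, because rows above the filter in KEAP1-KO cells alone then drop out. The overlap in the other direction (8, from 83 and 41) was 26 (161 and 82) with a pseudocount of 0.4 and 51 (475 and 201) with a threshold of 1. With a mean of at least 25 its sets held 42 and 26 rows. It was 5 with symbol rows only and 3 with the rows of each gene summed, from 19 rows higher in DKO cells in both. It was 4, from a set of 20, with an adjusted p under 0.01, and 1, from a set of 119, with DKO compared with WT cells. With only both groups in the fit the set of rows lower in KEAP1-KO cells held 43. Over the fits that each left out 1 library the overlap ranged from 8 to 19, the latter without replicate 1 of the KEAP1-KO cells.

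Of the genes of Figure 6G called lower in KEAP1-KO tumors, 8 remained with a mean of at least 25, because fewer were tested. Of those of Figure S7, 5 were called with only both groups in the fit, in place of 8. Between 1 and 3 of the genes of Figure 6I were called higher in KEAP1-KO cells, and between 1 and 3 lower in DKO cells, when 1 library was left out, because Il7 and Serpinb9e have no value with only 3 KEAP1-KO libraries. From 6 (without replicate 3 of the DKO tumors) to 10 of the MHC genes were called higher in DKO tumors. On PC1, DKO and WT tumors differed by 64.6 with rows scaled to unit variance, and by -1.02 (without replicate 2 of the WT tumors) to 31.9 (without replicate 3 of the DKO tumors) when 1 tumor was left out. The KEAP1-KO tumors of both experiments differed by -15.0 with symbol rows only, without overlap.

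Set tests depended on the treatment of correlation more than on any other choice tried for them. With an estimated correlation, 12 lists were called between DKO and KEAP1-KO tumors in place of 19, and 4 between the KEAP1-KO tumors of both experiments in place of 9. With fry, 12 lists were called in KEAP1-KO cells, 12 in DKO against KEAP1-KO cells and 8 in DKO against WT cells, in place of 7, 6 and 5. Of the Reactome pathways, an estimated correlation called 19 in KEAP1-KO tumors, 3 in DKO tumors, 0 between the KEAP1-KO tumors, 1 in KEAP1-KO cells, 1 in DKO against KEAP1-KO cells and 0 in DKO against WT cells. Fry called 446 in KEAP1-KO tumors, 0 between the KEAP1-KO tumors, 416 in KEAP1-KO cells, 206 in DKO against KEAP1-KO cells and 301 in DKO against WT cells, in place of 245, 66, 154, 59 and 89. Beside the 0 pathways between the KEAP1-KO tumors and in DKO against WT cells, 2632 and 8654 single rows had an unadjusted p under 0.05.

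Few single genes and lists reversed. H2-Eb1 in DKO against KEAP1-KO tumors was -0.60 with a pseudocount of 0.4, and from -0.28 (without replicate 2 of the DKO tumors) to 0.99 (without replicate 1) with 1 tumor left out. Nfe2l2 there was 0.081 without the 20 highest rows, and from -0.062 to 0.044 with 1 tumor left out (without replicates 4 and 1 of the KEAP1-KO tumors). In KEAP1-KO cells, H2-DMb2 was -0.18 under quantile normalization and from -0.071 to 0.15 with 1 library left out (without replicate 4 of the WT and replicate 2 of the KEAP1-KO cells), and H2-D1 from -0.33 to 0.059 (without replicates 1 and 3 of the WT cells). The skeletal muscle markers in KEAP1-KO tumors were 0.030 with a pseudocount of 0.4 and 0.072 under quantile normalization, and the edited genes in DKO tumors 0.038 without the 20 highest rows. ENSMUST00000065709, a retained intron, was 4.41 higher in DKO than in KEAP1-KO cells as a row and -0.44 with the rows of its gene summed, so its change is not that of the gene. Of the other single genes, 54 results became weaker and 1 stronger over all fits that each left out 1 library, against 1215 that were the same.

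The replicate numbers showed no pairing in the values: libraries with the same number in 2 groups had correlations of their deviations between -0.032 and 0.033. Rows with few counts can hide a pairing in such correlations, so tumors with the same number may still share a mouse. The main fits and the permutation tests took the tumors as independent. With the replicate number as a block, 3757 rows were called between KEAP1-KO and WT tumors, 2491 between DKO and KEAP1-KO tumors, 4063 between KEAP1-KO and WT cells and 2182 between DKO and KEAP1-KO cells. All 26 main results of the replicate block, which are counts, stayed within 1.5 times of their value. Of 164 single genes, 161 kept their direction and call. The calls of Gsta2 in DKO tumors and of Cd68 and H2-DMb2 in KEAP1-KO tumors were lost, with adjusted p between 0.0501 and 0.0588. The KEAP1-KO tumors of both experiments share no experiment, so that comparison could not be blocked.

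Low counts limit what can be said of genes near the floor. With between 4222379 and 6048387 reads per tumor on the listed rows, Cd3d, Cd3e, Cd3g and Ctla4 lie within a few counts of the floor in KEAP1-KO tumors. Of the 5 T cell markers only Cd4 and Cd8a passed the filter on low values and were tested.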

Differences from the paper's values

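No test of an explanation was chosen for this part, and each setting named here was set before the data were examined unless it is said to have been chosen later.

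The paper reports 344 genes higher in KEAP1-KO than in WT cells, and 183 rows were found here. A pseudocount of 0.4 gave 455, within 1.5 times the paper's value. Every other alternative set before the data were examined left the gap: 96 with a mean of at least 25, 143 with an adjusted p under 0.01, 952 with a threshold of 1, between 163 and 205 in the fits that each left out 1 library, and between 175 and 191 under the others.

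For genes lower in KEAP1-KO cells, the paper's value is 152 against 83 here. A pseudocount of 0.4 gave 161, and the other alternatives left the gap, with 42 for a mean of at least 25, 475 for a threshold of 1 and between 68 and 92 in the fits that each left out 1 library. For genes lower in KEAP1-KO and higher in DKO cells, the paper's value is 17 against 8 here. The fits without replicate 1 of the KEAP1-KO cells (19) and without replicate 2, 3 or 4 (14 each) came within 1.5 times of it, while a pseudocount of 0.4 (26) and a threshold of 1 (51) overshot and the remaining alternatives, the replicate block with 10 among them, stayed below.

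The rows counted here mix transcripts and genes. The paper's text compares DKO cells with WT cells, while its figure labels the second set as DKO against KEAP1-KO cells.

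The paper states that MHC genes of cultured cells were not significantly changed by NRF2 activation. H2-T23, H2-DMa and H2-DMb1 were called higher in KEAP1-KO than in WT cells, by 0.76, 1.39 and 0.89. The paper describes lower T cell markers in KEAP1-KO tumors. Of these, Cd4 was called lower, and Cd8a was higher by 0.39 without a call under any setting run. Cd8a stood at 3.93 in cultured WT cells against 4.17 in WT tumors, so its row is a weak measure of T cells. The paper describes lower MHC genes in KEAP1-KO tumors. H2-D1 was not called under any setting, and H2-T10 was called without replicate 3 of the KEAP1-KO tumors (-0.88, adjusted p = 0.0475, limma) and, with a setting chosen after seeing the values, when the rows of each gene were summed (adjusted p = 0.0430). The paper describes a partial return of Ctla4 and immune cell markers in DKO tumors. Ctla4 (0.62) and Cd4 (0.19) were higher there without a call under any setting run, with adjusted p from 0.295 to 0.707 and from 0.671 to 0.992 over the alternatives. The paper states that the genes of Figure 6G were almost completely restored in DKO tumors. Of these, Il2rb and Ccl22 rose by 1.32 and 0.52 without a call over all rows under any setting run.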

Other observations

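The explanations weighed in this part were tested after the results were seen, and the other splits of the libraries were set beforehand.

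Each count of changed rows was compared with all 35 splits of its 8 libraries into groups of 4. For each of the 6 comparisons only 1 split, the real one, gave as many rows. The largest count of any other split was 312 between KEAP1-KO and WT tumors, 2 between DKO and KEAP1-KO tumors, 6 between the KEAP1-KO tumors of both experiments, 8 between KEAP1-KO and WT cells, 5 between DKO and KEAP1-KO cells and 13 between DKO and WT cells. Of 100 regroupings of the 12 cell libraries, 1 gave an overlap of 59 rows higher in KEAP1-KO and lower in DKO cells (9 in the next), but 21 gave an overlap of 8 or more in the other direction, with up to 16. The latter overlap is thus within what grouping alone gives. Of 100 splits within each experiment, 1 gave as many rows with opposite changes in the tumors (1318, against 1 in the next).

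Set tests with a preset correlation stood out less. As many lists as in the real split were called by 7 of 35 splits for KEAP1-KO tumors (16 lists, up to 17 in others), 1 of 35 for DKO tumors (19, up to 18), 4 of 35 for KEAP1-KO cells (7, up to 7) and 9 of 35 for DKO against KEAP1-KO cells (6, up to 6). As many Reactome pathways were called by 1 of 35 splits for KEAP1-KO tumors (245, up to 193), 2 of 35 for DKO tumors (278, up to 294), 5 of 35 for KEAP1-KO cells (154, up to 268) and 7 of 35 for DKO against KEAP1-KO cells (59, up to 140). The number of sets called by camera is therefore no evidence by itself in those comparisons where 2 or more splits gave as many.

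The lower leukocyte markers of KEAP1-KO tumors were weighed against a general loss of cells other than cancer cells. The leukocyte score fell against the endothelial score by 2.04 in Experiment A and rose against it by 1.31 in Experiment B (exact permutation test, two-sided, p = 0.0286 each), which argues against such a loss as the whole cause. Against the fibroblast score the change in Experiment A was -0.95 with overlapping groups (exact permutation test, two-sided, p = 0.114), so that stromal cells other than endothelium may have fallen with the leukocytes. Cultured 3LL cells also express 5 of the 10 endothelial markers, 6 of the fibroblast markers and 1 of the leukocyte markers (Arhgdib) above the filter, and those 5 endothelial rows rose by 1.40 in cultured KEAP1-KO cells, which could hide a fall of endothelial cells in tumors. The other 5 endothelial markers, free of this limit, stood at 5.59 ± 0.26 (SD, n = 4) in WT and 5.46 ± 0.30 (n = 4) in KEAP1-KO tumors (exact permutation test, two-sided, p = 0.514). The other 9 leukocyte markers fell by 2.28, and against those endothelial markers they changed by -2.15 in Experiment A and 1.59 in Experiment B (exact permutation test, two-sided, p = 0.0286 each). Against the other 3 fibroblast markers they changed by -1.37 and 0.12, with overlap in both experiments (exact permutation test, two-sided, p = 0.0857 and 0.657). Among the abundant leukocyte markers, Lcp1 (a processed transcript) stood at 10.30 in WT and 8.06 in KEAP1-KO tumors, and near the floor in cultured cells.

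A further hypothesis is that fewer leukocytes alone lower the interferon genes. The interferon score fell by 2.71 and the leukocyte score by 2.09 in KEAP1-KO tumors, and their difference changed by -0.62 with overlapping groups (exact permutation test, two-sided, p = 0.114, or 0.0571 for -0.93 at a pseudocount of 0.4). A fall beyond that of the leukocytes cannot be told apart from none in Experiment A with 4 tumors in a group. From KEAP1-KO to DKO tumors of Experiment B, the interferon score rose by 2.16 (4.22 ± 0.13 to 6.39 ± 0.59, SD, n = 4 each). The leukocyte score rose by 0.92 there (7.00 ± 0.13 to 7.92 ± 0.29). The larger rise of the interferon genes argues against leukocyte number alone in Experiment B, although the difference between the scores was not tested there. Whether the cancer cells show a lower level in culture as well is open. Of the 7 interferon genes only 3 were tested in culture, and they lie near the floor. They were higher in KEAP1-KO cells by 0.60 on average (2.91 ± 0.18 to 3.51 ± 0.10, SD, n = 4 each, exact permutation test, two-sided, p = 0.0286), but this came mostly from Ifih1 (1.37), the only one called, with 0.42 for Ifit3 and 0.02 for Oas3. Over the Reactome pathways, the 41 rows of Interferon gamma signaling had a median difference of 0.09 in culture (camera, adjusted p = 0.789, but higher by fry with 0.0294) and the 10 rows of Interferon alpha beta signaling one of -0.05 (camera, adjusted p = 0.392, but lower by fry with 0.0036). A response to interferon in the tumor, by cancer cells or others, stays open too.

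The rise of Il7, Serpinb9e and Slpi in KEAP1-KO tumors has the values that a change of the cancer cells needs: each rose in culture as well, the least of them by 2.51 (Serpinb9e), and fell again in DKO cells. Culture holds no other cell type, so this is consistent with the cancer cells as their source, as a hypothesis tested on the libraries the genes were chosen from.

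PC1 of the tumors may carry leukocyte content. As deviations from the group means of 16 tumors, PC1 and the leukocyte score had a Pearson r of -0.60 (permutation test with 100000 resamples, two-sided, p = 0.0326) and a Spearman rho of -0.53 (p = 0.0544 by permutation). Without the 2 tumors farthest from the median of the leukocyte score r was -0.37 (p = 0.182 by permutation), so the relation rests on those tumors. It was the only relation of this kind computed.

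The rows of named genes are often minor transcripts. Of 172 listed genes with a row, 54 have more than 1 row and 118 a single one. With the rows of each gene summed, 52 of 53 results of the former had the same sign and call. The exception was H2-DMa in KEAP1-KO tumors, which lost its call (-0.55, adjusted p = 0.0664 from limma, against -1.50 with an adjusted p of 0.0014). The sum lacks the coding transcripts that were not used here, so whether the rows stand for whole genes is open.

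The KEAP1-KO tumors of Experiments B and A differed in some of the lists. In Experiment B the leukocyte score was higher by 0.70, the macrophage score by 0.76, the second block of MHC genes by 1.11, the MHC class I genes by 0.24 and the inflammatory genes of Figure 6G by 0.42, each without overlap (exact permutation test, two-sided, p = 0.0286, adjusted 0.124). The antioxidant genes were lower without overlap at the same p (-0.27). The B cell score (0.34, p = 0.0571, the same exact test) and the dendritic cell score (0.20, p = 0.200) were higher with overlap. The neutrophil score was lower in Experiment B (-0.63, 7 of 8 genes lower, exact permutation test, two-sided, p = 0.114) and the NK cell score differed by -0.04 (p = 0.886, the same exact test), both with overlap. Over all rows 3 leukocyte, 4 macrophage and 2 genes of the second MHC block were called, and 8, 9 and 6 adjusted over the list alone. In the same comparison camera called 66 pathways, all higher in Experiment B, and fry 0. Experiment, flank and the tumor on the other flank of the same mouse all differ between these groups, and no biological explanation was tested.

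The other lists gave these mean differences, first for KEAP1-KO against WT tumors and then for DKO against KEAP1-KO tumors: skeletal muscle -0.06 and 1.59, adipocyte -0.44 and 0.56, keratinocyte 0.21 and -0.28, red blood cell -0.20 and -0.77, proliferation -0.39 and -0.31, checkpoint -1.40 and 0.66, T cell -0.63 and 0.21, myeloid -1.20 and 0.89, candidate factors 4.28 and -3.65, edited genes -0.80 and -0.05. The leukocyte attractants and growth factors differed by -1.63 and 0.57, and in cultured KEAP1-KO cells by 0.25 (exact permutation test, two-sided, p = 0.0571). In cultured KEAP1-KO cells 6 of 10 proliferation genes were called lower, and the score fell by 0.35.

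In cultured cells, 12 of the 15 NRF2 target genes were called lower in DKO than in WT cells, the detoxification genes by -1.30 on average. Zdhhc14 (ENSMUSG00000034265, gene row) was at the floor of 2 in all WT and KEAP1-KO cells and at 7.22 ± 0.12 (SD, n = 4) in DKO cells, with 7.58 in DKO tumors against 4.63 in WT tumors. Igsf5 (gene row) stood at 2.24, 4.53 and 6.19 in WT, KEAP1-KO and DKO cells and rose by 4.86 in DKO tumors. Differences between cell clones that are unrelated to the edited genes were not tested. Across rows called in KEAP1-KO against WT cells, 68.1% had the opposite sign in DKO against KEAP1-KO cells. Both comparisons share the KEAP1-KO libraries, and in 100 simulations without any difference this share was 88.5% among the rows with an unadjusted p under 0.05 in the first comparison and 66.6% among all rows. The rank correlation across all rows was -0.34, weaker than -0.45 in the simulations. The share of opposite signs in cells is thus no evidence of reversal, whereas the tumor comparisons share no library.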
